# Genome-wide microarray analysis of tomato roots showed defined responses to iron deficiency

**DOI:** 10.1186/1471-2164-13-101

**Published:** 2012-03-20

**Authors:** Anita Zamboni, Laura Zanin, Nicola Tomasi, Mario Pezzotti, Roberto Pinton, Zeno Varanini, Stefano Cesco

## Abstract

**Background:**

Plants react to iron deficiency stress adopting different kind of adaptive responses. Tomato, a *Strategy I *plant, improves iron uptake through acidification of rhizosphere, reduction of Fe^3+ ^to Fe^2+ ^and transport of Fe^2+ ^into the cells. Large-scale transcriptional analyses of roots under iron deficiency are only available for a very limited number of plant species with particular emphasis for *Arabidopsis thaliana*. Regarding tomato, an interesting model species for *Strategy I *plants and an economically important crop, physiological responses to Fe-deficiency have been thoroughly described and molecular analyses have provided evidence for genes involved in iron uptake mechanisms and their regulation. However, no detailed transcriptome analysis has been described so far.

**Results:**

A genome-wide transcriptional analysis, performed with a chip that allows to monitor the expression of more than 25,000 tomato transcripts, identified 97 differentially expressed transcripts by comparing roots of Fe-deficient and Fe-sufficient tomato plants. These transcripts are related to the physiological responses of tomato roots to the nutrient stress resulting in an improved iron uptake, including regulatory aspects, translocation, root morphological modification and adaptation in primary metabolic pathways, such as glycolysis and TCA cycle. Other genes play a role in flavonoid biosynthesis and hormonal metabolism.

**Conclusions:**

The transcriptional characterization confirmed the presence of the previously described mechanisms to adapt to iron starvation in tomato, but also allowed to identify other genes potentially playing a role in this process, thus opening new research perspectives to improve the knowledge on the tomato root response to the nutrient deficiency.

## Background

Iron (Fe) deficiency is a yield-limiting factor for a variety of field crops all around the world and generally results from the interaction of limited soil Fe bioavailability and susceptible genotype cultivation [1]. Iron is an important microelement for plant life due to its involvement as redox-active metal in photosynthesis, mitochondrial respiration, nitrogen assimilation, hormone biosynthesis, production and scavenging of reactive oxygen species, osmoprotection and pathogen defence [2].

Under aerated conditions at neutral alkaline pH, the soluble Fe concentration in soil solution is very low. To cope with Fe shortage plants have developed two strategies for its acquisition. The *Strategy I *(all higher plants except grasses) relies on improvement of Fe uptake through acidification of soil solution by excretion of protons via a plasmalemma P-type ATPase resulting in an increased Fe solubility, reduction of Fe^3+ ^to the more soluble Fe^2+ ^by a Fe^III^-chelate reductase and plasmalemma transport of Fe^2+ ^by the activity of a Fe transporter [3]. Some model plants used to study *Strategy I *are dicots such as *Arabidopsis thaliana, Solanum lycopersicum *and *Pisum sativum *[4].

Plant responses to Fe deficiency have been recently analyzed on the basis of large-scale changes not only in transcriptome [5-14], but also in proteome [15-20] and metabolome [17]. Results of transcriptome analysis are influenced by differences in experimental plans, plant species and microarray platforms, and thus difficult to compare and be generalized. Notwithstanding this drawback, recently, a set of 92 transcripts that robustly reflect the transcriptional response of *Arabidopsis *to Fe deficiency [21], has been described as the "ferrome" by Schmidt and Buckhout [21]. The "ferrome" consists of a list of transcripts considered to be involved in the basic response to iron deficiency. The ferrome is particularly enriched in genes related to heavy metal cation transport and metal homeostasis. Focusing on tomato, a plant often used as a model to study Fe deficiency (*Strategy I*) and a crop of economic importance, no information is available at genome-wide transcriptional level. Two proteomic characterizations of tomato roots in response to 1-week of Fe deprivation showed 23 [15] and 15 [16] differentially expressed protein spots respectively. Modifications in proteome suggest changes in energy metabolism, sulfur metabolism, response to oxidative stress and signal transduction.

In the present work a genome-wide transcriptional characterization of tomato roots in response to Fe deficiency is presented. This approach allowed indentifying 97 differentially expressed transcripts involved in the responses to the nutritional stress. Transcriptional changes, mainly related to positive modulation of glycolysis, TCA and methionine cycle, suggest that tomato roots behave similarly to *Arabidopsis *under Fe deficiency. Furthermore, flavonoid biosynthesis and root morphological changes are revealed as specific tomato responses to Fe shortage.

## Results and discussion

### Responses to Fe-deficiency

Typical responses of Fe-deficiency [22] were observed in tomato plants grown for 14 d in the presence of a low amount of Fe and thereafter subjected to 7 d of Fe deprivation. The chlorophyll content (SPAD index value) was reduced in Fe-deficient plants (Table 1). A concomitant increase in root Fe^III^-chelate reductase activity (Table 1) was also observed with values similar to those commonly found in roots of Fe-deficient tomato plants [23]. Furthermore, Fe-deprived tomato plants developed more lateral roots and showed an abundant production of root-hairs (Figures 1 and 2).

**Table 1:** Leaf SPAD index values and root Fe^III^-chelate reductase activity

Sample	**SPAD index**^**a**^	**Fe^III^-chelate reductase (mol g^-1 ^root FW h^-1^)**^**b**^
Fe-sufficient	29.5 ± 0.3	0.37 ± 0.04

Fe-deficient	16.8 ± 0.6	1.41 ± 0.06

^a^SPAD index value of fully expanded young leaves was determined using a SPAD-502 meter (Minolta, Osaka, Japan); mean and SD using data of the three biological replicates.

^b^Mean and SD of three biological replicates.

**Figure 1:**
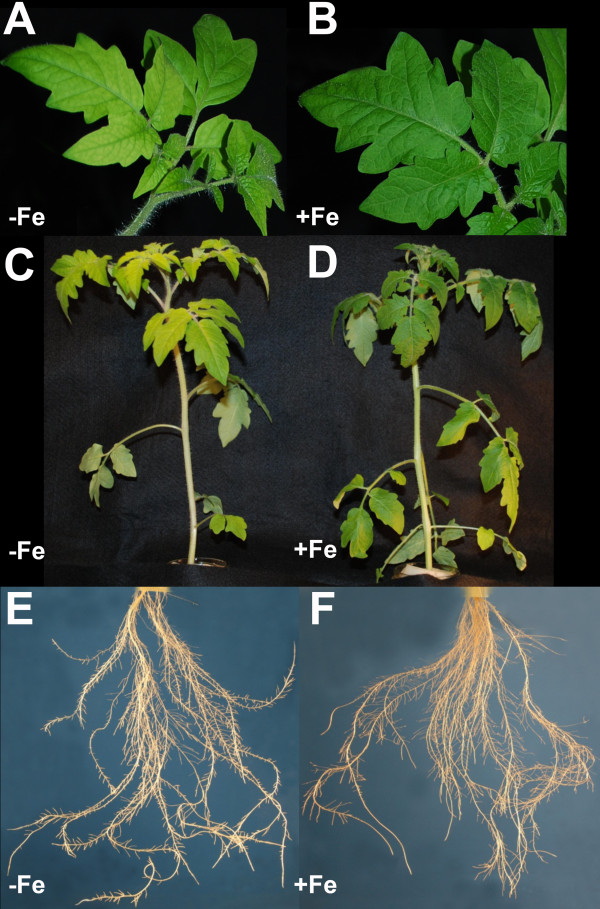
**Shoot and root apparatus of tomato plants grown under different Fe-supply conditions**. Leaf detail of Fe-deficient (**A**) and Fe-sufficient (**B**) plants. Shoot (**C**) and roots (**E**) of Fe-deficient plants and shoot (**D**) and roots (**E**) of Fe-sufficient plants.

**Figure 2:**
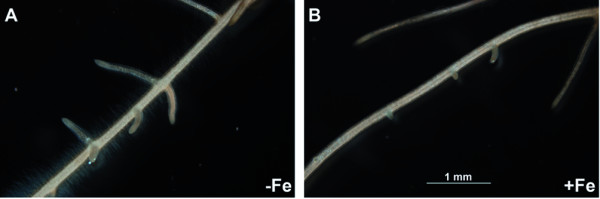
**Root apparatus of tomato plants grown under different Fe-supply condition**. Detail of root apparatus of **A**) Fe-deficient and **B**) Fe-sufficient plants.

### Comparison of root gene expression profiles in Fe-deficient and Fe-sufficient tomato plants

Differences in root gene expression between Fe-sufficient and Fe-deficient tomato plants were obtained by a genome-wide gene expression analysis using a tomato chip developed through Combimatrix technology [24]. This chip allows monitoring simultaneously the expression of more than 25,000 tomato transcripts. 

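Root RNA of tomato (cv. Marmande superprecoce) was hybridized to 6 arrays, 3 with RNA of Fe-deficient plants and 3 with RNA of Fe-sufficient plants. The plants were 27 d old and had spent the last 7 d without Fe or with 100 μM Fe-EDTA, and each array carried labelled RNA from the pooled roots of 6 plants. The paper states that the collection was repeated in 3 independent cultivations, and its text does not say which array of one group shares a cultivation with which array of the other. Each array was scanned in 1 colour (Cy5). The scanner output holds the mean and median pixel intensity, the local background and the saturation of 94928 positions, with no normalization. The authors also deposited a table of values that they had background-adjusted, summarized and quantile-normalized with limma. Here the values were taken from the scanner output of 25782 tomato probes, oligonucleotides of 33 to 41 nt present at 3 to 6 spots each, of which 2507 have more than one target. Intensities were background-corrected by normexp with an offset of 50, the log2 values of the spots of a probe were averaged, and the arrays were brought to one distribution by quantile normalization. The paper names background adjustment as a step, without the method.
Differences were tested for all 25782 probes with limma's linear model and moderated variance, with Benjamini-Hochberg adjustment. A transcript was called at the paper's thresholds, an adjusted p of at most 0.05 and a fold of at least 2. The median intensity of the tomato spots was 780, 543 and 817 on the Fe-deficient arrays and 1294, 930 and 794 on the Fe-sufficient arrays, against 475, 307, 483, 940, 631 and 461 for 75 negative control probes on the same arrays, which were taken by their probe names and are more than the methods list. A probe was taken as measured on an array when it lay above the 95th percentile of the negative controls there, which held for 13720, 13261 and 12774 probes on the Fe-deficient arrays and for 12131, 12339 and 10569 probes on the Fe-sufficient arrays. Where no array of the dimmer group measured a transcript, its fold is given as a lower bound, the mean of the brighter group over the lowest level above the negative controls, or over the transcript's own value where that was higher. No fold is given where neither group measured it or where that bound falls under 1. The median SD between arrays of a group was 0.14 on the log2 scale for the Fe-deficient and 0.20 for the Fe-sufficient roots, and the median SD between spots of one probe within an array was 0.17. Across probes, the correlations of Fe-sufficient replicate 3 with the other 5 arrays ran from 0.948 to 0.975, and those of the other pairs of arrays from 0.967 to 0.991. With 3 arrays per group, the number of arrays limits the precision of every fold.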

Ninety-seven differentially expressed transcripts between Fe-deficient and Fe-sufficient tomato roots (75 up-regulated and 22 down-regulated) were identified by Linear Models for MicroArray (LIMMA) [25] (adjusted p-value ≤ 0.05; |FC| ≥ 2). This result obtained using a large-scale chip reinforce the idea that plant transcriptional response to Fe shortage is based on the modulation of a relative small set of genes as previously observed for the *Arabidopsis *"ferrome" [21].

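In Fe-deficient roots 116 transcripts were called higher and 43 lower. Among the largest changes were those of Fe acquisition and transport. The ferric-chelate reductase LeFRO1 (TC191412), which reduces Fe at the root surface, was 13.3-fold higher, and a transcript of the major facilitator superfamily (TC192292) was 13.7-fold higher. An oligopeptide transporter (TC208376), a bHLH transcript (TC194645) and TC209134, which has no homology to known proteins, were at least 4.01-fold, 4.16-fold and 7.34-fold higher, since no Fe-sufficient array measured them. Another ferric-chelate reductase (TC194139) had the lowest log2 fold change of all transcripts. It was an estimated 9.98-fold lower, and saturation of its spots on 1 Fe-sufficient array may have held that estimate down. Of the higher transcripts 38 changed by an estimated 4-fold or more and 13 by 8-fold or more, against 4 and 1 of the lower ones. These counts use the estimates also where only a lower bound or no fold is given. The 13 thus include TC208376, TC194645 and TC209134, whose bounds lie under 8. A total of 44 of the higher transcripts were not measured on any Fe-sufficient array, and 5 of the lower ones on no Fe-deficient array, so that these have a lower bound or no fold.
Of the 97 transcripts of Table 2, 88 were called in the direction of that table, 69 higher and 19 lower, and all 97 had the sign given there. The 97 were chosen by the study on these same arrays, so this is not independent evidence. In all 159 called transcripts every array of one group lay above every array of the other, as did 19.0% of all probes. Splits at random give 10% on average, but probes share the deviations of their arrays, so a single split can lie far from that. The excess over 10% thus does not by itself show a response to Fe supply. With no fold threshold, 179 transcripts were higher and 79 lower. limma's array weights, which leave the higher count at 117, raised the lower count to 90. They gave Fe-sufficient replicate 2 a weight of 4.565, against 0.4848 and 0.2525 for Fe-sufficient replicates 1 and 3. The Fe-sufficient mean of that fit thus rests mostly on replicate 2. Without Fe-sufficient replicate 2 the lower count was 26. It was 27 without background correction and 23 in the authors' value table, and limma's treat against a fold of 2 gave 29 higher and 2 lower transcripts. The paper states that its count strengthens the idea, already drawn from the Arabidopsis "ferrome", of a response to Fe shortage through a rather small set of genes.

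**Figure D1:**
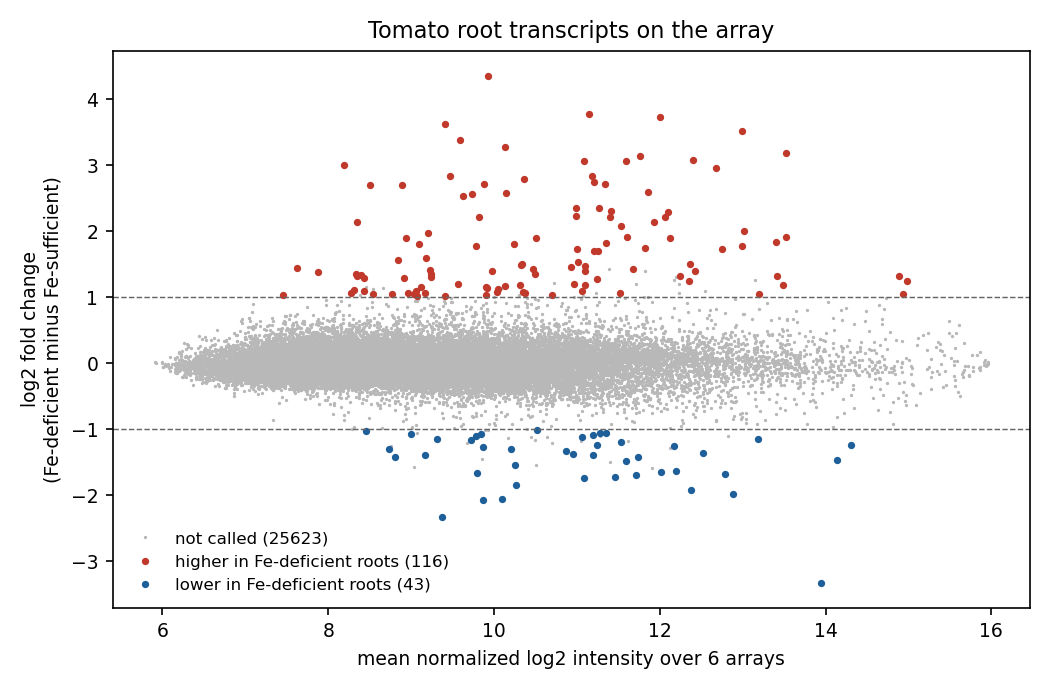
Log2 fold change (Fe-deficient minus Fe-sufficient roots) of 25782 tomato probes against their mean normalized log2 intensity over the 6 arrays. Each point is a probe, the dashed lines mark a fold of 2, and 116 higher transcripts (red) and 43 lower ones (blue) were called.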

Manually curated annotation of the 97 differentially expressed transcripts was based on results of BlastP analysis against UniProt [26] database (Figure 3; Additional file 1) using terms of biological process of Gene Ontology (GO) [27]. Sequence grouping in functional categories according to the GO terms revealed that the most abundant functional category was "metabolic process" both for up-regulated and down-regulated transcripts (35% and 45% respectively; Figure 3). Other up-regulated transcripts belonged to "establishment of localization" (12%) and "cell wall organization and biogenesis" (8%), while for the down-regulated transcripts "response to stimulus" (9%) was one of the most representative main functional categories (Figure 3). 

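Metabolic process was the largest category in both directions among the transcripts of Table 2 that were called here, with 24 of the 69 higher (34.8%) and 8 of the 19 lower transcripts (42.1%). Establishment of localization, which holds the transporters, took 9 higher transcripts (13.0%) and 0 lower ones. All 6 transcripts of cellular component organization, the extensins, were higher (8.70%). Biological regulation held 4 higher and 3 lower transcripts, among them the transcription factors and the ferritins. Response to stimulus held 1 higher and 2 lower transcripts, the latter 10.5% of the lower ones. The categories are those of Table 2, and the 71 transcripts called outside that table have none here.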

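Secondary metabolic process is 1 of the branches of metabolic process in Table 2 with members in one direction only. All 4 of its transcripts, a flavonoid 3-hydroxylase and 3 glucosyltransferases, were called higher (5.80% of the 69), and 0 were lower. Oxidation reduction went both ways, with 6 transcripts higher and 3 lower. Carbon utilization, the branch of 2 phosphoenolpyruvate carboxylases, was higher in both, and cellular metabolic process held 7 higher and 4 lower transcripts.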

Only up-regulated transcripts are present in the "secondary metabolic process" category (Table 2). Transcripts encoding proteins with no sequence homology to known proteins were defined as "no hits found" (12% and 5% for up-regulated and down-regulated transcripts respectively), while a similar percentage of transcripts showed homology to proteins involved in "unknown" biological process (24% and 23% respectively). 

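Among the transcripts without homology to known proteins, TC209134 had a mean normalized log2 intensity of 12.10 ± 0.43 (SD, n = 3) in Fe-deficient and 7.75 ± 0.13 (SD, n = 3) in Fe-sufficient roots (limma, adjusted p = 2.25e-05). Its probe, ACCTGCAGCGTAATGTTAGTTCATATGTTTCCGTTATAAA, spans positions 260 to 299 of the consensus sequence. TC212933 was 8.80-fold higher and TC211287 7.14-fold higher, and TC209988 at least 5.77-fold higher. Of the 10 transcripts of this class, 8 were called higher (11.6% of the higher ones) and 1 lower, TC204355, which was 2.91-fold lower. TC203837 had a fold of 1.91 and did not reach the threshold, which it passed in the authors' value table (log2 fold change 1.08) and without Fe-sufficient replicate 3 (1.04). TC214074, 2.14-fold higher, fell under the threshold with no background correction (0.96), plain subtraction (0.98) and array weights (0.96). TC207055, measured on 1 Fe-deficient array only and given no fold, did so with no background correction (0.73) and plain subtraction (0.81). The class of unknown process held 16 higher (23.2%) and 5 lower transcripts (26.3%).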

A selection of differentially expressed and discussed in relation to Fe deficiency is reported in Table 2. The up-regulation and down-regulation of six differentially expressed transcripts in response to Fe deficiency were confirmed through Real-time RT-PCR experiments (Table 3).

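All 6 transcripts with a real-time RT-PCR ratio in the paper were called on the arrays, 5 higher and 1 lower in Fe-deficient roots. The study had taken them from its calls on these same arrays, so their being called here is not independent evidence. The methods also give a PCR efficiency for TC192292, for which no ratio is reported. The fold of the major facilitator transcript TC216882 was 8.33 on the arrays, beside the paper's real-time RT-PCR ratio of 8.69 ± 1.53 (SD). LeNRAMP1 (NP796451), a metal transporter of the root, was 11.4-fold higher on the arrays, and the paper's ratio is 15.11 ± 3.97. The ferric-chelate reductase TC194139 changed by a signed fold of -9.98, with all its spots saturated on 1 Fe-sufficient array, and the paper's ratio is -12.14 ± 3.15. For the oligopeptide transporter TC208376 the arrays give a bound of at least 4.01-fold, below the paper's 17.87 ± 4.35. LeIRT1 (TC191581), the main Fe uptake transporter, was 9.09-fold higher on the arrays and its ratio in the paper is 3.07 ± 0.59. The metal tolerance protein TC205660 was 3.71-fold higher, with a ratio of 1.55 ± 0.44 in the paper. The 3 housekeeping transcripts of that assay were bright on all arrays. Their log2 fold change was -0.05 (SE 0.14) for elongation factor 1-alpha (TC203463), 0.02 (SE 0.13) for ubiquitin 3 (TC196208) and 0.36 (SE 0.18, adjusted p = 0.494 from limma) for histone H1 (TC192148). The ratios the paper reports are normalized on elongation factor 1-alpha only, whose probe has 2 targets.

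**Figure D2:**
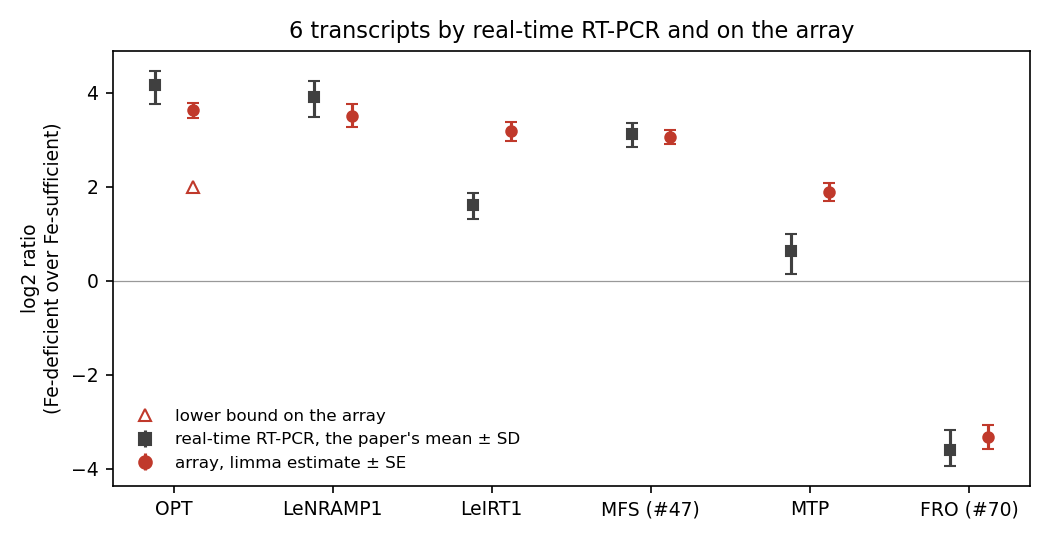
Log2 ratio (Fe-deficient over Fe-sufficient roots) of 6 transcripts by real-time RT-PCR (squares, the paper's mean ± SD) and on the arrays (circles, limma estimate ± SE, n = 3 per group). The triangle is the lower bound for the oligopeptide transporter, and among the other 5 transcripts the measures lie farthest apart for LeIRT1 and the metal tolerance protein (MTP).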

**Figure 3:**
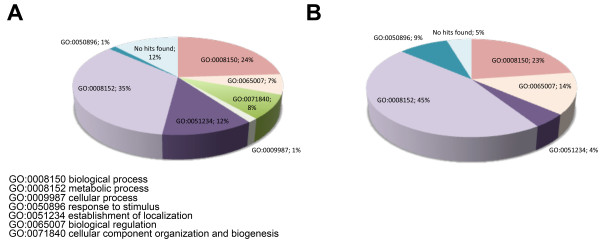
**Functional categories distribution of differentially expressed transcripts**. Distribution in main functional categories according to the GO "biological process" terms of the 75 up-regulated (**A**) and 22 down-regulated (**B**) transcripts in roots of Fe-deficient relative to Fe-sufficient plants. Percentage of transcripts is reported for each functional category.

**Table 2:** List of transcripts modulated in response to Fe-deficiency and reported in the Discussion

#	**ProbeID**^**a**^	**Description**^**b**^	**UniProtID**^**c**^	**TC-ID**^**d**^	**FC**^**e**^	***p*, value, adj**^**f**^
	*Biological process GO:0008150*					
*1*	TC192724_853_37_S	**SRC2**	B6SND5	TC192724	3.02	0.014
*2*	TC192763_241_40_S	*Putative uncharacterized protein*	C6T3H9	TC192763	2.11	0.030
*3*	TC193319_801_34_X2	*Putative uncharacterized protein*	Q40127	TC193319	-3.35	0.016
*4*	TC195341_998_35_S	*Putative uncharacterized protein*	Q40127	TC195341	-3.33	0.011
*5*	TC196753_1279_37_S	*D-protein*	Q8VWY8	TC196753	6.11	0.028
*6*	TC197095_638_34_X2	*NtEIG-E80 protein (elicitor inducible gene product)*	Q9FXS6	TC197095	4.69	0.024
*7*	TC198323_947_40_S	*Predicted protein*	B9MWQ1	TC198323	2.51	0.032
*8*	TC199253_1439_39_S	*Zinc finger protein. putative*	B9SLY6	TC199253	2.82	0.029
*9*	TC202360_487_40_S	**EF-1 alpha-like protein**	O49604	TC202360	2.15	0.024
*10*	TC204571_463_40_S	*ATBET12, putative*	B9STJ3	TC204571	-2.62	0.023
*11*	TC205207_890_35_S	*Putative uncharacterized protein*	Q40127	TC205207	-3.09	0.048
*12*	TC207200_893_35_S	*VIT_00038707001*	E0CVH7	TC207200	2.44	0.042
*13*	TC207407_739_37_S	*Predicted protein*	B9HQW6	TC207407	2.36	0.042
*14*	TC207665_362_36_S	*Putative uncharacterized protein*	A9PCS8	TC207665	-2.39	0.048
*15*	TC208712_583_40_S	**Germin-like protein**	Q5DT23	TC208712	2.35	0.046
*16*	TC208745_692_37_S	*Putative uncharacterized protein*	A5C0F7	TC208745	4.84	0.016
*17*	TC209321_482_35_S	*VITISV_041870*	A5C9V2	TC209321	6.94	0.011
*18*	TC209504_302_40_S	*Hydrolase*	Q4PSL3	TC209504	2.78	0.013
*19*	TC211515_728_35_S	*Amino acid binding protein, putative*	B9RBU8	TC211515	3.66	0.014
*20*	TC212954_1137_35_S	*Predicted protein*	B9HZ36	TC212954	2.02	0.046
*21*	TC213456_100_34_S	*Putative D-protein*	Q6K482	TC213456	4.97	0.035
*22*	TC214599_1004_37_S	**Nodulin-like proteinAt2g16660/T24I21.7**	Q9SLF1	TC214599	6.87	0.042
*23*	TC215994_489_36_S	*Putative aminotransferase, class V family protein*	Q1H8R9	TC215994	2.08	0.036
	*Biological regulation GO: 0065007*					
*24*	TC191806_907_40_S	**BHLH transcriptional**	Q5GA67	TC191806	6.56	0.024
*25*	TC191963_1058_37_S	**Ferritin**	Q308A9	TC191963	-4.71	0.008
*26*	TC194645_664_37_S	**DNA binding protein**	B9SZX2	TC194645	12.34	0.015
*27*	TC198138_1325_39_S	**Thioredoxin peroxidase 1**	Q7Y240	TC198138	7.06	0.046
*28*	TC203853_451_35_S	**Heterogeneous nuclear ribonucleoprotein 27C**	B9SSS5	TC203853	2.90	0.028
*29*	TC206202_500_40_S	**Thioredoxin II**	B9RLX0	TC206202	-2.47	0.048
*30*	TC215976_330_38_X2	**Ferritin**	Q308A9	TC215976	-3.64	0.005
	*Cellular component organization or biogenesis GO:0071840*					
*31*	NP000231_1302_40_S	**Extensin-like protein Dif54**	Q43505	NP000231	8.22	0.011
*32*	TC191669_1238_40_S	**Extensin-like protein Ext1**	Q8VWM5	TC191669	5.53	0.003
*33*	TC204863_245_40_S	**Extensin-like protein Ext1**	Q8VWM5	TC204863	8.98	0.013
*34*	TC212258_415_40_S	**Extensin-like protein Dif54**	Q43505	TC212258	9.13	0.011
*35*	TC212487_279_40_S	**Extensin-like protein Ext1**	Q8VWM5	TC212487	6.44	0.0004
*36*	TC214133_1133_40_S	**Extensin-like protein Dif10**	Q43504	TC214133	5.42	0.024
	*Cellular process GO:0009987*					
*37*	TC207486_546_40_S	**Pollen specific actin-depolymerizing factor 2**	Q8H2B6	TC207486	4.81	0.005
	*Establishment of localization GO: 0051234*					
*38*	NP796451_1558_36_S	**Root-specific metal transporter**	Q84LR1	NP796451	12.00	0.024
*39*	TC191581_1150_36_S	**Iron-regulated transporter 1**	Q9XFB2	TC191581	9.42	0.013
*40*	TC192292_1560_39_S	**Hippocampus abundant transcript 1 protein**	B9SG70	TC192292	14.79	0.0004
*41*	TC200857_1001_40_S	**Ammonium transporter 1 member 1**	P58905	TC200857	2.05	0.043
*42*	TC205660_580_35_S	**Metal tolerance protein**	B9GLJ8	TC205660	3.77	0.049
*43*	TC206149_966_36_S	**Aluminum-activated malate transporter 9**	Q9LS46	TC206149	2.41	0.048
*44*	TC208376_922_36_S	**Oligopeptide transporter, putative**	B9SA63	TC208376	17.67	0.004
*45*	TC215768_1111_35_X2	**Aquaporin**	Q8W506	TC215768	-2.03	0.023
*46*	TC215874_553_40_S	*Sec14 cytosolic factor, putative*	B9S6A7	TC215874	3.5	0.009
*47*	TC216882_1121_38_X2	**Hippocampus abundant transcript 1 protein**	B9SG70	TC216882	9.29	0.003
	*Metabolic process GO:0008152; Carbon utilization GO:0015976*					
*48*	TC204225_1412_35_S	**Phosphoenolpyruvate carboxylase**	P27154	TC204225	3.31	0.039
*49*	TC214978_700_36_S	**Phosphoenolpyruvate carboxylase**	P27154	TC214978	3.74	0.036
	*Metabolic process GO:0008152; Catabolic process GO:0009056*					
*50*	TC194584_1854_37_S	**Cysteine-type peptidase, putative**	B9STX0	TC194584	3.61	0.011
*51*	TC203350_1573_40_S	**Vacuolar processing enzyme 1**	B2M1T0	TC203350	2.18	0.026
*52*	TC208154_2059_38_S	**Beta-amylase PCT-BMYI**	Q94EU9	TC208154	-3.06	0.042
*53*	TC215970_3405_40_S	**Protease Do-like 7**	Q8RY22	TC215970	4.01	0.032
	*Metabolic process GO:0008152; Cellular metabolic process GO:0044237*					
*54*	TC192049_1645_40_S	**Sulfate adenylyltransferase**	Q43183	TC192049	-2.48	0.029
*55*	TC193934_828_38_X2	**Methylthioribose kinase, putative**	B9RY82	TC193934	2.12	0.023
*56*	TC194380_182_36_S	*S-adenosylmethionine-dependent methyltransferase, putative*	B9SZS6	TC194380	2.03	0.045
*57*	TC195032_699_35_S	**CBL-interacting serine/threonine-protein kinase 11**	O22932	TC195032	-2.62	0.030
*58*	TC198109_708_34_X2	**Phosphofructokinase, putative**	B9RRX6	TC198109	2.00	0.036
*59*	TC199972_1164_40_S	**Fructose-bisphosphate aldolase**	Q2PYX3	TC199972	2.53	0.022
*60*	TC201350_645_36_S	**Protein phosphatase-2C**	O82469	TC201350	2.10	0.028
*61*	TC201692_547_40_S	**Xyloglucan endotransglucosylase/hydrolase 14**	B9RKL5	TC201692	7.29	0.013
*62*	TC206357_361_38_S	**Catalase isozyme 1**	P30264	TC206357	-2.79	0.046
*63*	TC212978_951_34_S	**Phosphoenolpyruvate carboxylase**	Q8S915	TC212978	3.62	0.030
*64*	TC214826_1684_35_S	*ATP binding protein, putative*	B9RII2	TC214826	12.39	0.011
*65*	TC214837_697_40_S	**Cytokinin oxidase/dehydrogenase**	C3VPM8	TC214837	4.64	0.015
*66*	TC216529_896_39_S	**Peroxidase 7**	Q9SY33	TC216529	9.25	0.011
*67*	TC216572_542_40_S	**Avr9/Cf-9 rapidly elicited protein 216**	Q84QE0	TC216572	-2.61	0.042
	*Metabolic process GO:0008152; Oxidation reduction GO:0055114*					
*68*	TC191412_2284_38_S	**Ferric-chelate reductase**	Q6EMC0	TC191412	15.21	0.008
*69*	TC191893_9_37_S	**Superoxide dismutase**	Q7YK44	TC191893	-2.29	0.030
*70*	TC194139_2083_38_S	**Ferric-chelate reductase**	B9RIU2	TC194139	-10.76	0.023
*71*	TC194227_76_41_X2	**Superoxide dismutase**	Q7YK44	TC194227	-2.20	0.038
*72*	TC196465_645_40_X2	**Gibberellin 20 oxidase**	B9RUX2	TC196465	3.46	0.009
*73*	TC199400_1132_37_S	**Peroxidase 2, putative**	B9SZA0	TC199400	-2.05	0.022
*74*	TC201832_1136_40_S	**Gibberellin 20 oxidase**	B9RUX2	TC201832	3.00	0.013
*75*	TC205699_961_40_S	*Chlorophyll synthase, putative*	B9RJ38	TC205699	7.12	0.019
*76*	TC207549_14_41_S	**Cytochrome C oxidase polypeptide vib**	B9RJN9	TC207549	3.05	0.016
*77*	TC208767_662_38_S	**Cationic peroxidase 1**	B9SWU3	TC208767	4.75	0.022
*78*	TC213071_429_40_S	**Peroxidase**	Q07446	TC213071	-3.29	0.032
	*Metabolic process GO:0008152; Primary metabolic process GO:0044238*					
*79*	TC197609_880_35_S	*Zinc finger protein. putative*	B9T6Q0	TC197609	3.54	0.014
*80*	TC192838_1967_36_S	**Endo-1,4-beta-glucanase**	B9RLZ9	TC192838	2.45	0.042
	*Metabolic process GO:0008152; Secondary metabolic process GO:0019748*					
*81*	TC197109_626_37_S	**Flavonoid 3-hydroxylase, putative**	B9T1C6	TC197109	2.56	0.024
*82*	TC198786_1057_37_S	**UDP-glucose:glucosyltransferase**	B6EWY6	TC198786	2.19	0.022
*83*	TC203267_704_38_S	**UDP-glucose:flavonoid glucoside 1,6-glucosyltransferase**	C5NN14	TC203267	2.76	0.013
*84*	TC212095_566_35_S	**UDP-glucose:flavonoid glucoside 1,6-glucosyltransferase**	C5NN14	TC212095	3.69	0.018
	*Response to stimulus GO:0050896*					
*85*	TC193192_66_41_X2	**Peroxidase 4**	B7UCP4	TC193192	-3.86	0.029
*86*	TC208216_282_40_S	*Pit1 protein*	Q40539	TC208216	4.71	0.019
*87*	TC195700_1019_40_S	**Peroxidase**	B9VRK9	TC195700	-2.67	0.013
	*No hits found*					
*88*	TC203837_663_35_S	*No hits found*		TC203837	2.06	0.046
*89*	TC204355_604_36_S	*No hits found*		TC204355	-3.09	0.038
*90*	TC207055_310_37_S	*No hits found*		TC207055	3.05	0.030
*91*	TC209134_260_40_S	*No hits found*		TC209134	30.06	0.007
*92*	TC209988_335_40_S	*No hits found*		TC209988	6.82	0.013
*93*	TC211287_216_38_S	*No hits found*		TC211287	7.63	0.011
*94*	TC212074_241_40_S	*No hits found*		TC212074	6.44	0.023
*95*	TC212933_306_37_S	*No hits found*		TC212933	9.59	0.011
*96*	TC214074_254_40_S	*No hits found*		TC214074	2.22	0.041
*97*	TC215128_252_35_S	*No hits found*		TC215128	3.86	0.029

^a^ID of TomatoArray2.0 probes

^b^Description of each transcript. Bold discussed; italics undiscussed.

^c^UniProtID [26] of the first hit obtained by BlastP analysis

^d^ID of the TC of DFCI Tomato Gene Index (Release 12.0) [92]

^e^Fold change value

^f^adjusted *p*-value

**Table 3:** Real-time RT-PCR validation of a set of genes differentially expressed in microarray analysis

TC ID	Description	Real-time RT-PCR (*ratio*)	Microarray
TC208376	Oligopeptide transporter, putative	17.87 ± 4.35	17.67

NP796451	Root-specific metal transporter	15.11 ± 3.97	12.00

TC191581	Iron-regulated transporter 1	3.07 ± 0.59	9.42

TC216882	Hippocampus abundant transcript 1 protein, putative	8.69 ± 1.53	9.29

TC205660	Metal tolerance protein	1.55 ± 0.44	3.77

TC194139	Ferric-chelate reductase, putative	-12.14 ± 3.15	-10.76

*TC ID*, description, Real-time *RT-PCR *relative expression value (Fe-deficient vs. Fe-sufficient) and microarray fold change value (Fe-deficient vs. Fe-sufficient). Real time data were normalized on the *EF1a *gene and were performed 4 times on 3 independent experiments. Real-time RT-PCR data are expressed as mean ± SD.

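Transcripts marked in Table 2 as discussed number 62, of which 44 were called higher, 13 lower and 5 did not reach the threshold. Groups of 3 or more that rose as a whole were Fe uptake with its regulators (5 of 5), the extensins (6 of 6), protein turnover (4 of 4), flavonoid synthesis and glycosylation (4 of 4), the phosphoenolpyruvate carboxylases (3 of 3) and cell wall loosening with actin (3 of 3). Of the flavonoid transcripts, TC197109 and TC203267 were measured on no array, and 3 of the 4 lost their call without background correction, as did 1 transcript each of protein turnover (TC203350) and of cell wall loosening (TC192838). Both ferritins fell. The 11 antioxidant transcripts split into 6 lower, 3 higher and 2 not called, and the 4 signalling transcripts into 1 higher, 2 lower and 1 not called. The counts of these groups were the same adjusted over the list alone. They could not differ, since every member already passed the adjusted p over all probes and the fold threshold was kept. The groups were drawn here along the paper's discussion, with the lower ferric-chelate reductase TC194139 set apart from Fe uptake. Their members are transcripts the study had called on these arrays, so this is not independent evidence. The remaining 35 transcripts of Table 2 held 25 higher, 6 lower and 4 not called.

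**Figure D3:**
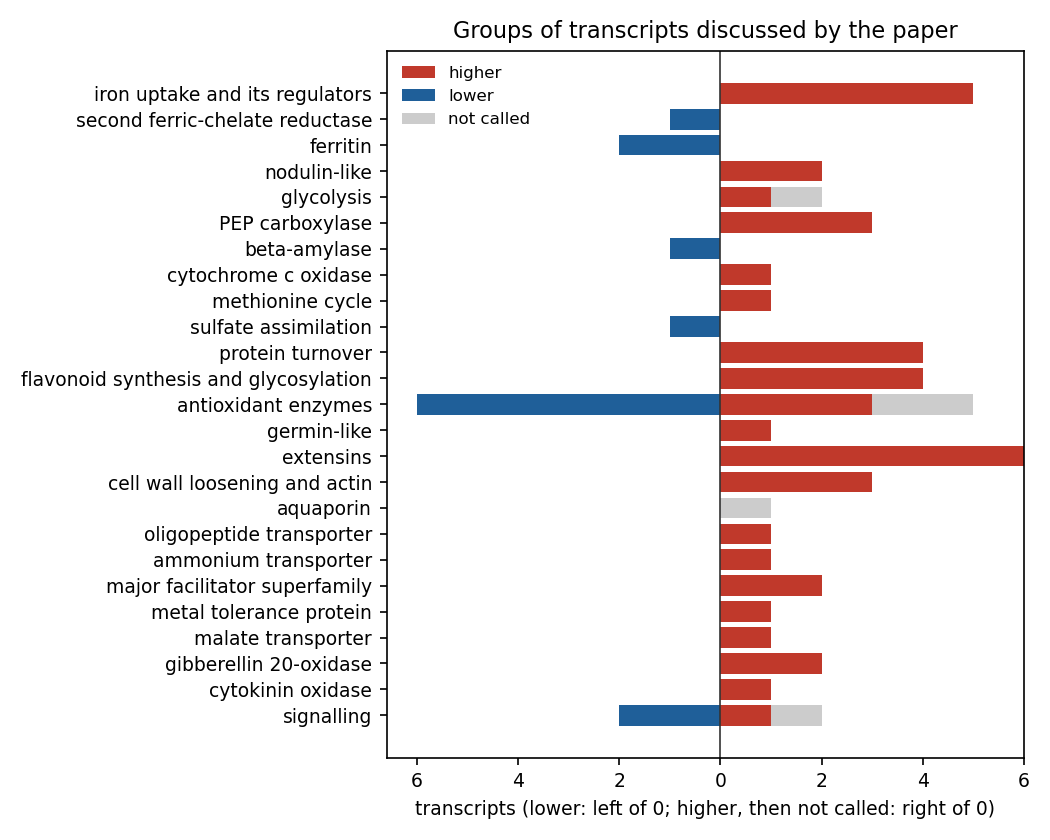
Number of transcripts per group that were called lower (blue, left of 0), called higher (red, right of 0) or not called (grey, added to the right) in Fe-deficient roots. Of the antioxidant enzymes 6 were lower and 3 higher, while all 6 extensins were higher.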

Sixty-one of 97 transcripts are ascribable to adaptive responses to Fe deficiency involving Fe homeostasis, metabolic process, oxidative stress responses, root morphological modification, transport processes, hormone metabolism and signaling. The others are hardly related to specific role showing homology to protein without a specific biological process or lacking homology to known protein ("no hits found").

### Fe homestasis

Our transcriptional analysis confirmed that roots of Fe-deficient tomato plants overexpressed genes involved in Fe uptake and reduction, including the transcripts encoding IRON-REGULATED TRANSPORTER (IRT) [28-30] and Fe^III^-chelate reductase (FRO) [31]. The tomato bHLH protein (encoded by *LeFER*) plays a role in Fe-deficiency responses through the expression of these two tomato Fe mobilization genes belonging to the Fe uptake systems of the *Strategy I *plants [29,32,33]. 

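The transcripts of the Fe uptake system rose together in Fe-deficient roots, far beyond the spread between arrays. FER (TC191806), the bHLH transcription factor that controls Fe uptake, had a normalized log2 intensity of 12.70 ± 0.33 (SD, n = 3) in Fe-deficient and 9.98 ± 0.31 (SD, n = 3) in Fe-sufficient roots, a log2 fold change of 2.72 (SE 0.21, adjusted p = 0.000231 from limma). LeFRO1, the ferric-chelate reductase of the root surface, had a log2 fold change of 3.73 (SE 0.18, adjusted p = 2.25e-05). LeIRT1 (TC191581) reached 15.12 ± 0.06 (SD, n = 3) against 11.93 ± 0.44 (SD, n = 3), a log2 fold change of 3.18 (SE 0.21, adjusted p = 8.53e-05). LeNRAMP1 (NP796451) had a log2 fold change of 3.52 (SE 0.25, adjusted p = 0.000187). In each case every Fe-deficient array lay above every Fe-sufficient array. The probe of FER is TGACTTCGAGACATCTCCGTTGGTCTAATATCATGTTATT, at positions 907 to 946 of TC191806. That of LeFRO1 is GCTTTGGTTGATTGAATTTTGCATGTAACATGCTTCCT, at positions 2284 to 2321 of TC191412. LeIRT1 was read by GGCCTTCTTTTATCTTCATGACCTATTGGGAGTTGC, at positions 1150 to 1185 of TC191581, and LeNRAMP1 by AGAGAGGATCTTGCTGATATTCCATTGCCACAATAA, at positions 1558 to 1593 of NP796451. Each of these probes has 1 target on the array.

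**Figure D4:**
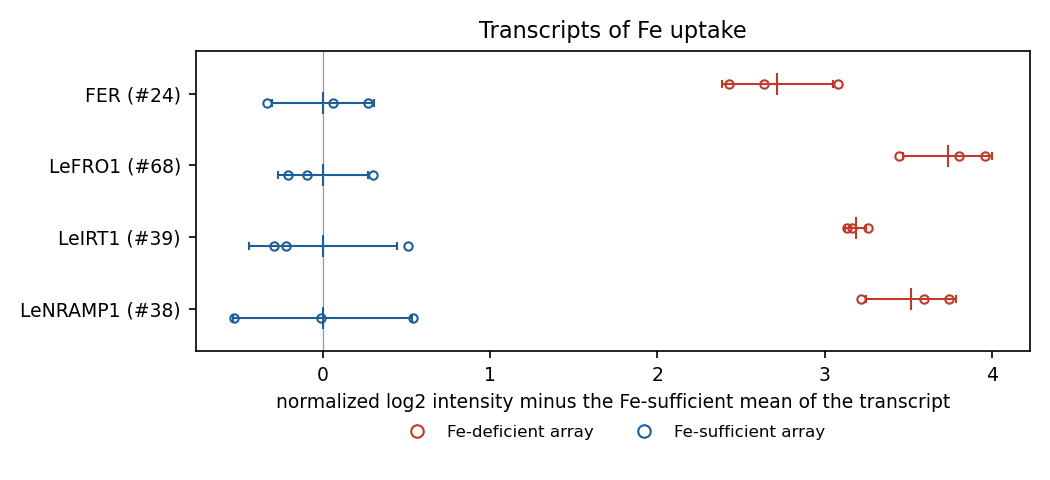
Normalized log2 intensity of FER, LeFRO1, LeIRT1 and LeNRAMP1 on each array, minus the Fe-sufficient mean of the same transcript. Circles are arrays, ticks with bars are the mean ± SD (n = 3 per group), and the Fe-deficient means lie 2.72, 3.73, 3.18 and 3.52 above 0.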

Our data show the up-regulation of the *FER *transcript (#*24*) in Fe-deficient roots, which is in agreement with the positive modulation of Fe-uptake-related transcripts such as *LeFRO1 *(#*68*), *LeIRT1 *(#*39*) and a transcript encoding a NATURAL RESISTANCE-ASSOCIATED MACROPHAGE PROTEIN1 (LeNRAMP1; #*38*) [29,32]. A positive modulation of FER and Fe mobilization proteins (IRT1, NRAMP1 and FRO1) was not found in two proteomics studies performed in tomato roots grown in conditions similar to those used in the present work [15,16]. Authors justified these results as related to the features of proteomic approach, which was not sensitive enough to detect FER and not well suited for membrane-bound proteins. However, functional characterizations of *fer *mutant proved that FER controls the expression of the iron-uptake genes [29,32,33]. A transcriptional behaviour similar to that described in the present work was observed for *Arabidopsis *orthologous genes in Fe-starved roots [5,8,11,34].

Our data show a strong down-regulation of another ferric chelate reductase (#*70*). 

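The ferric-chelate reductase TC194139 had a normalized log2 intensity of 12.29 ± 0.56 (SD, n = 3) in Fe-deficient and 15.61 ± 0.14 (SD, n = 3) in Fe-sufficient roots, where its spots were saturated on 1 array. Its log2 fold change of -3.32 (SE 0.25, adjusted p = 0.000215 from limma) was the lowest of all 25782 probes, opposite to that of LeFRO1. The probe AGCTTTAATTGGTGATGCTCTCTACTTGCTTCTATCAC, at positions 2083 to 2120, has 1 target.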

Previous results indicated that the same transcript (TC194139 of the Release 12.0, corresponding to TC124302 of the Release 9.0) specific to the *Solanum lycopersicum *genome, is only slightly regulated by Fe and that its function is not essential for Fe uptake [34]. Our results showing a negative regulation of this FRO transcript in response to Fe-deficiency in roots, also quantified by Real-time RT-PCR experiment, confirm that this gene does not play a crucial role in deficiency-induced Fe uptake and suggest the involvement in other biological process.

Together with the positive modulation of *LeFER, LeFRO1 *and *LeIRT1*, we observed for the first time a high up-regulation of another bHLH transcript (#*26*); this result suggests that like in *Arabidopsis *[35] also in tomato plants the response to Fe deficiency through FER activity may need the interaction with another bHLH protein. 

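The bHLH transcript TC194645 had an estimated log2 fold change of 3.39 (SE 0.23, adjusted p = 0.000117 from limma). Its normalized log2 intensity was 11.28 ± 0.25 (SD, n = 3) in Fe-deficient roots and 7.90 ± 0.46 (SD, n = 3) in Fe-sufficient roots, where no array measured it above the negative controls. It was read by the probe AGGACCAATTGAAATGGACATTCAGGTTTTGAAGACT, at positions 664 to 700.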

BlastP analysis against TAIR database [36] using protein sequence obtained from the predicted coding sequence of the TC194645 showed the highest sequence homology with the protein encoded by *AtbHLH38 *(score: 120; Evalue: 9 E-28; identity: 35%; positives: 57%) known to interact with FIT, the *Arabidopsis *orthologous of tomato FER [35].

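Both transcripts of ferritin, the protein that stores Fe in plastids, fell in Fe-deficient roots. TC191963 was 4.14-fold lower (log2 fold change -2.05, SE 0.15, adjusted p = 0.000187 from limma), with 9.07 ± 0.07 (SD, n = 3) against 11.12 ± 0.23 (SD, n = 3) in normalized log2 intensity. TC215976 had a log2 fold change of -1.85 (adjusted p = 0.000268). Their probes, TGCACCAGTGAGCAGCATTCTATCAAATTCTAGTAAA and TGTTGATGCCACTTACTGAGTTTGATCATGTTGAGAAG, share no stretch longer than 4 nt, and the second has 2 targets on the array. Both transcripts are among the 10 called transcripts with the lowest log2 fold change.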

The down-regulation of two ferritin transcripts (#*25 *and *30*) is in line with the negative regulation of ferritin genes observed in roots of Fe-depleted *Arabidopsis *plants [5,8,11]. It has been suggested that ferritins can be involved in Fe homeostasis [37] with a main role of plastidial Fe [11]. *Arabidopsis *nodulin-like genes have been recently described to be putatively involved in Fe transport and storage under metal cation sufficiency [38]. Transcriptional levels of *Arabidopsis *nodulin-like genes were down-regulated at least until 72-h of Fe-deficiency, while two other nodulin-like genes were not modulated in response to different Fe conditions [38]. On the other hand in tomato roots we recorded a positive modulation of two transcripts encoding protein with a nodulin-like domain (#*9 *and *22*). 

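TC214599 (#22) was at least 3.17-fold higher in Fe-deficient roots. It had a normalized log2 intensity of 10.89 ± 0.12 (SD, n = 3) there and 8.36 ± 0.59 (SD, n = 3) in Fe-sufficient roots, where no array measured it (limma, adjusted p = 0.00144). TC202360 (#9), which Table 2 describes as an EF-1 alpha-like protein, was 2.18-fold higher (log2 fold change 1.13, SE 0.14, adjusted p = 0.00559). Without background correction its log2 fold change was 0.87, and 0.92 with plain subtraction, both under the fold threshold.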

BlastP analysis against TAIR database [36] using protein sequence obtained from the predicted coding sequence of the TC214599 (#*22*) showed the highest sequence homology with the protein encoded by At3g43660 (score: 325; Evalue: 2 E-29; identity: 54%; positives: 68%) which is one of the two *Arabidopsis *genes not modulated by iron [38].

### Metabolic processes

#### Carbohydrate metabolism

As observed in *Arabidopsis *root microarray analyses [5,8,11] glycolysis-related genes are positively modulated in Fe-deficient roots. These transcriptional data fit well with the increased activity of glyceraldehyde-3-phosphate dehydrogenase (GADPH), pyruvate kinase (PK), and phosphofructokinase (PFK) recorded in response to Fe starvation in cucumber roots [39]. Furthermore, increased levels of protein related to glycolysis under Fe shortage were recently reported in sugar beat [17] and *Medicago truncatula *[20] roots. All together these evidences are consistent with the idea of a shift from anabolic to catabolic metabolism. In the present work, a fructose-bisphosphate aldolase (FBP aldolase) (#*59*) and a PFK (#*58*) transcripts were up-regulated under Fe deficiency, further confirming changes in primary metabolism in response to Fe starvation. 

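Fructose-bisphosphate aldolase (TC199972), which splits fructose 1,6-bisphosphate in glycolysis, rose 2.38-fold (log2 fold change 1.25, SE 0.12, adjusted p = 0.00124 from limma), from 14.36 ± 0.08 (SD, n = 3) to 15.61 ± 0.08 (SD, n = 3) in normalized log2 intensity. All its spots were saturated on 1 Fe-deficient array, which may have held the estimated fold down. Phosphofructokinase (TC198109) did not reach the fold threshold. It was at least 1.57-fold higher, with a log2 estimate of 0.94 (SE 0.13, adjusted p = 0.00818), and no Fe-sufficient array measured it. Its log2 estimate passed 1 with normexp at offset 0 (1.02) and in the authors' value table (1.04). Its probe has 2 targets.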

The positive modulation of transcript encoding a PFK, an enzyme catalysing a protogenic reaction, supports the role of glycolysis in different process such as production of ATP and H^+ ^for H^+^-ATPase, reducing equivalents for ferric chelate reductase and of phosphoenolpyruvate (PEP) [40]. Up-regulation of three phosphoenolpyruvate carboxylase (PEPC) transcripts (#*48, 49 *and *63*) agrees with results of several proteomic and physiological studies on the response to Fe deficiency in tomato [15,16,41], sugar beat [17] and *Medicago truncatula *roots [20], showing a positive modulation of proteins involved both in glycolysis and TCA cycle. 

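The 3 phosphoenolpyruvate carboxylase transcripts, for the enzyme that fixes bicarbonate into oxaloacetate, all rose. TC214978 was 3.74-fold higher (log2 fold change 1.90, SE 0.20, adjusted p = 0.00161 from limma), TC212978 3.58-fold higher (adjusted p = 0.000975) and TC204225 3.33-fold higher (adjusted p = 0.000835). Their normalized log2 intensities in Fe-deficient roots were 14.47 ± 0.35, 14.32 ± 0.22 and 13.62 ± 0.23 (SD, n = 3). The probes of TC204225 and TC214978, which match the same protein entry, share no stretch longer than 4 nt.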

PEPC activity, through pyruvate consumption, can keep active the glycolytic pathway and give a contribution to the control of cytosolic pH [40,41]. In Fe deficiency, starch catabolism was reported to be enhanced both at transcriptional [5] and protein level [16]. 

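β-Amylase (TC208154), which releases maltose from starch, fell 3.12-fold in Fe-deficient roots (log2 fold change -1.64, SE 0.15, adjusted p = 0.000739 from limma). In normalized log2 intensity it was 11.20 ± 0.21 (SD, n = 3) against 12.84 ± 0.14 (SD, n = 3) in Fe-sufficient roots. The probe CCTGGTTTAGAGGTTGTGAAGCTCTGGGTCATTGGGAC lies at positions 2059 to 2096 of the consensus sequence.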

Our analysis revealed a down-regulation of a transcript encoding a protein showing homology to a potato chloroplastic ß-amylase (#*52*) involved into starch degradation in plastids [42]. Since starch catabolism mediated by this enzyme occurs in plastids, the negative modulation of ß-amylase could be ascribed to other causes than an accelerated glycolysis.

The positive modulation of a cytochrome C oxidase (#*76*) is in line with the transient induction of electron-transport-chain genes observed in *Arabidopsis *[5] and consistent with the enhancement of respiration rate observed in cumber [39] and sugar beat [43] Fe-deficient roots. This behaviour was interpreted as an attempt to increase energy production through oxidative phosphorylation. However, more recently it has been suggested that the increased respiration rate in root segments of Fe-starved cucumber plants should not be interpreted as an increase in mitochondrial activity but rather as the result of an increase in the number of less efficient mitochondria and of the induction of different O_2_-consuming reaction [44].

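The cytochrome c oxidase polypeptide VIb transcript (TC207549), a nuclear-encoded subunit of the last complex of the respiratory chain, rose 2.81-fold. The transcript had a normalized log2 intensity of 11.07 ± 0.15 (SD, n = 3) in Fe-deficient and 9.58 ± 0.13 (SD, n = 3) in Fe-sufficient roots (log2 fold change 1.49, SE 0.14, adjusted p = 0.000801 from limma).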

#### Methionine cycle

Nicotianamine (NA) is considered to be a key molecule for long-distance transport of Fe in plants [45]. Proteomic analysis of Fe-starved tomato roots [16] showed a positive modulation of proteins related to metabolism of methionine (e.g. methionine synthase), a precursor of nicotianamine. 

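Methylthioribose kinase (TC193934), which returns methylthioribose to the methionine cycle, was 2.11-fold higher in Fe-deficient roots. The log2 fold change was 1.07 (SE 0.13, adjusted p = 0.00429 from limma), from 9.82 ± 0.11 (SD, n = 3) to 10.89 ± 0.11 (SD, n = 3). Its probe has 2 targets. The log2 fold change was 0.87 without background correction and 0.91 with plain subtraction, both short of the fold threshold.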

An up-regulation of a transcript encoding a methylthioribose kinase (MTK, #*55*), another enzyme of the methionine cycle, was observed in our transcriptional analysis. A positive modulation of MTK transcripts was also recorded in roots of rice, a *Strategy II *plant species, under Fe deficiency [46,47], although in this case, related to the necessity to increase the production of mugineic acid.

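ATP sulfurylase (TC192049), the first enzyme of sulfate assimilation, was 2.36-fold lower in Fe-deficient roots. In normalized log2 intensity it was 13.69 ± 0.14 (SD, n = 3) against 14.93 ± 0.19 (SD, n = 3) in Fe-sufficient roots (log2 fold change -1.24, SE 0.15, adjusted p = 0.00400 from limma). With median scaling in place of quantile normalization the log2 fold change was -0.95, which is short of the fold threshold.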

A down-regulation of a sulfate adenylyltransferase (ATPS; ATP sulfurylase) gene (#*54*) was observed in this work. However, the opposite was found in *Arabidopsis *[11]. The connection between the sulphur nutritional status and capability to respond to Fe shortage has been demonstrated in both *Strategy I *and *Strategy II *plants [30,48]. Recently an increase in methionine content related to phytosiderophore synthesis without significant changes in ATPS activity was described in Fe-deficient barley roots [48]. Interestingly, in a recent study of *Medicago truncatula *root proteome [20] two enzymes related to biosynthesis of cysteine and methionine were negatively affected by Fe deficiency.

#### Protein turnover

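All 4 transcripts of protein turnover rose in Fe-deficient roots. The protease Do-like 7 (TC215970) was 3.78-fold higher (log2 fold change 1.92, SE 0.18, adjusted p = 0.000788 from limma) and a cysteine-type peptidase (TC194584) 3.52-fold higher (adjusted p = 0.000231). The heterogeneous nuclear ribonucleoprotein 27C (TC203853), an RNA-binding protein, was 2.69-fold higher (adjusted p = 0.00143). Vacuolar processing enzyme 1 (TC203350), a cysteine protease of the vacuole, was closest to the threshold, at 2.09-fold (log2 fold change 1.06, SE 0.14, adjusted p = 0.00583). Its log2 fold change was 0.96 without Fe-deficient replicate 1 and also without background correction, and 0.98 with plain subtraction.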

Response to Fe starvation induced the accumulation of gene transcripts related to protein turn-over, including protease (#*53*) and peptidase (#*50 *and *51*) involved in protein degradation, and a gene encoding a heterogeneous nuclear ribonucleoprotein (#*28*) that can act in the pre-mRNA metabolism preceding protein synthesis.

The activity of these genes can be related to molecular events controlling plant responses to abiotic stresses such as nutritional deficiencies [49]. A general increase in protein synthesis was reported as a response to Fe-deficiency in cucumber roots [50]; furthermore, protein recycling in response to Fe starvation was suggested by analysis of expression profiles of soybean [13] and proteomic changes in cucumber [18] and *Medicago troncatula *[20] roots. Transcriptomic data presented here are in line with the idea that, under Fe deficiency, N recycling reactions take place, possibly related to the necessity of additional anaplerotic source of C and N [18,20].

#### Secondary metabolism

Phenolic compounds are reported as components of root exudates in Fe-deficient *Strategy I *plants. These molecules are involved in chelation and/or reduction of rhizospheric insoluble Fe [51,52]. Recently, phenolics have been proposed to selectively influence rhizospheric microorganisms and be involved in the reutilization of apoplastic Fe [53]. Our results showed an up-regulation of a flavonoid-3-hydroxylase (#*81*) gene and of three genes putatively involved into flavonoid glycosylation (#*82, 83 *and *84*). 

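The 4 transcripts of flavonoid synthesis and glycosylation were called higher in Fe-deficient roots, most of them close to the detection limit. One glucosyltransferase (TC212095) was 3.51-fold higher (log2 fold change 1.81, SE 0.16, adjusted p = 0.00055 from limma) and was measured on all 3 Fe-deficient arrays and 1 Fe-sufficient array. TC198786, another glucosyltransferase, was at least 1.26-fold higher (adjusted p = 0.00854), with no Fe-sufficient array above the negative controls. The flavonoid 3-hydroxylase (TC197109), which adds a hydroxyl group to the flavonoid skeleton, was not above the negative controls on any of the 6 arrays, so no fold is given. Its normalized log2 intensities were 8.80 ± 0.10 (SD, n = 3) in Fe-deficient and 7.74 ± 0.09 (SD, n = 3) in Fe-sufficient roots (adjusted p = 0.00400). The same holds for TC203267, with 8.57 ± 0.14 against 7.19 ± 0.32 (SD, n = 3, adjusted p = 0.00566).
The log2 estimates of TC197109, TC198786 and TC203267 fell under 1 without background correction (0.55, 0.66 and 0.64) and with plain subtraction (0.61, 0.73 and 0.73). That of TC197109 was 0.996 without Fe-sufficient replicate 3, and TC198786 lost its call with array weights (0.96) and without Fe-deficient replicate 2 (adjusted p = 0.0583), Fe-deficient replicate 3 (adjusted p = 0.0585) or Fe-sufficient replicate 1 (log2 0.96).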

Two out of the last three genes showed sequence homology to a *Catharanthus roseus *flavonoid glucoside 1,6-glucosyltransferase catalysing 1,6-glucosylation of flavonol and flavone glucosides [54]. A positive modulation of genes related to general phenylpropanoid pathway (e.g. genes encoding PAL and 4CL) was reported in Fe-deficient *Arabidopsis *roots [11]. Data of the present work underline the up-regulation of transcripts involved in a more specific branch of phenolic pathway supporting the idea that Fe-starved roots might operate flavonoid secretion into the rhizosphere in order to promote Fe acquisition [55].

### Oxidative stress responses

Many proteins involved in antioxidative defence response contain Fe in heme group or coordinated to the thiol group of cysteine. The modulation of transcripts and proteins related to oxidative stress response in roots of Fe-starved plants seems to depend on the species and the experimental conditions [5,13,17,19]. However, catalase (CAT) and peroxidase (POX) activities are known to be depressed under Fe deficiency conditions [56] in tomato leaves. Our data showed a main down-regulation of transcripts encoding thioredoxin (TRX) (#*29*) and detoxifying enzymes catalase (CAT; #*62*), superoxide dismutase (#*69 *and 71), peroxidase (POX; #*73, 78, 85 *and *87*). 

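Of the 8 transcripts of thioredoxin, catalase, superoxide dismutase and peroxidase named here, 6 fell in Fe-deficient roots and 2 did not reach the threshold. Peroxidase 4 (TC193192) was 3.77-fold lower (log2 fold change -1.92, SE 0.17, adjusted p = 0.000605 from limma) and the peroxidase TC213071 3.19-fold lower (adjusted p = 0.00200). Catalase isozyme 1 (TC206357), a heme enzyme that breaks down hydrogen peroxide, was 2.61-fold lower (adjusted p = 0.00518), and thioredoxin (TC206202) 2.36-fold lower (adjusted p = 0.00564). The peroxidase TC195700 was at least 1.33-fold lower (adjusted p = 0.000864), measured on 2 Fe-sufficient and 0 Fe-deficient arrays. Superoxide dismutase TC194227 was 2.08-fold lower (log2 fold change -1.06, SE 0.14, adjusted p = 0.00590). The other superoxide dismutase (TC191893) was not above the negative controls on any array, with 7.83 ± 0.20 against 8.79 ± 0.11 (SD, n = 3) in normalized log2 intensity. Peroxidase 2 (TC199400) had a log2 fold change of -0.93 (SE 0.13, adjusted p = 0.00986).
The call of TC194227 was lost with median scaling (log2 -0.92), array weights (-0.93), no background correction (-0.95), plain subtraction (-0.96) and without Fe-sufficient replicate 3 (-0.98), and that of TC195700 without background correction (-0.76) and with plain subtraction (-0.85). TC199400 passed the threshold with array weights (-1.06) and with pixel and spot medians together (-1.04), and TC191893 with normexp at offset 0 (-1.16), in the authors' value table (-1.24) and without Fe-deficient replicate 3 (-1.05).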

Two other POX transcripts (#*66 *and *77*) and a thioredoxin peroxidase gene (#*27*) were, conversely, up-regulated. 

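Peroxidase 7 (TC216529) was 8.35-fold higher in Fe-deficient roots, with 13.12 ± 0.22 (SD, n = 3) against 10.06 ± 0.32 (SD, n = 3) in normalized log2 intensity (log2 fold change 3.06, SE 0.19, adjusted p = 6.82e-05 from limma). Cationic peroxidase 1 (TC208767) was 4.41-fold higher (adjusted p = 0.00055). Thioredoxin peroxidase 1 (TC198138) was at least 3.44-fold higher (adjusted p = 0.0008), and no Fe-sufficient array measured it.

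**Figure D5:**
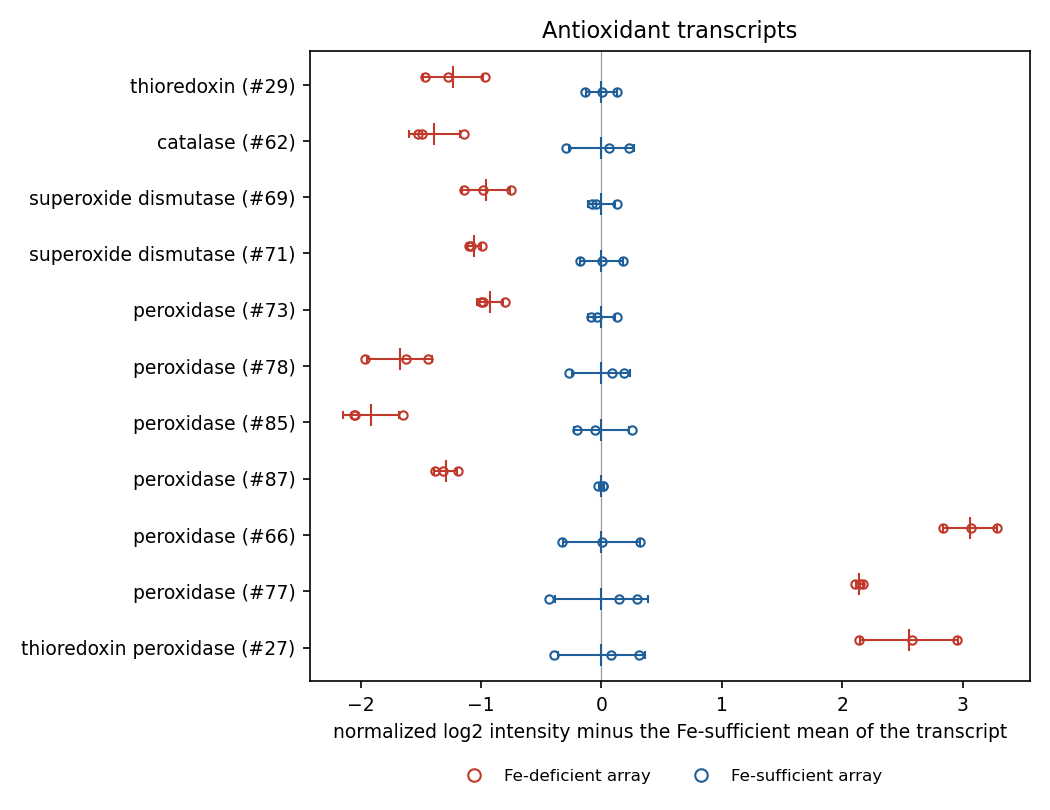
Normalized log2 intensity of 11 antioxidant transcripts on each array, minus the Fe-sufficient mean of the same transcript. Circles are arrays and ticks with bars the mean ± SD (n = 3 per group); 3 transcripts lie to the right of 0 in Fe-deficient roots and 8 to the left, 2 of which (#69 and #73) were not called.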

At protein level, a decrease of a CAT was reported while some POXs showed higher levels in response to Fe deficiency in tomato roots [15]; a different response of peroxidase isoforms has also been reported in sunflower [57]. Taken together, data of the present work suggest a different role in response to nutrient stress condition between the thioredoxin (ABB) and POX isogenes and are in agreement with previous results obtained in *Medicago truncatula *[20] and sugar beat [17] Fe-deficient roots.

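The germin-like transcript TC208712, for an apoplastic protein, was 2.37-fold higher in Fe-deficient roots. Its normalized log2 intensity was 12.98 ± 0.24 (SD, n = 3) against 11.73 ± 0.03 (SD, n = 3) (log2 fold change 1.25, SE 0.15, adjusted p = 0.00400 from limma).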

A germin-like transcript (#*15*) was up-regulated under Fe deficiency, similarly to what has been observed in the tomato root proteome analysis [15]. The positive modulation of a germin protein reported in this proteomic study was justified hypothesizing its role in producing hydrogen peroxide for apoplastic Fe reduction or in other stress response on the basis of sequence similarity to a *Nicotiana attenuata *germin protein [15,58].

### Root morphological adaptation

Morphological modifications in roots of Fe-deficient plants are well documented [59,60]. Root hairs proliferation and development of transfer cells were described in Fe-starved tomato plants [29,61-63]. Enhanced formation of lateral roots and root hairs was also recorded in our experiment (Figure 1). Extensin proteins seem to be involved in this latter phenomenon; in fact, we observed a strong positive modulation of LeExt1 (#*32, 33 *and *35*), LeDif10 (#*36*) and LeDif54 (#*31 *and *34*). It was reported that these three genes encode extensin, a structural protein putatively conferring physical characteristics of the cell wall [64], and act during root hair formation in tomato due their predominant expression in root hair cells [64,65].

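All 6 extensin transcripts rose in Fe-deficient roots. For LeDif54, TC212258 was 8.47-fold higher (log2 fold change 3.08, SE 0.17, adjusted p = 4.03e-05 from limma) and NP000231 was 7.73-fold higher (adjusted p = 4.63e-05). LeDif10 (TC214133) was 5.10-fold higher (adjusted p = 0.000288). For LeExt1, TC191669 was 5.13-fold higher (adjusted p = 2.98e-05), while TC204863 and TC212487 were not measured on any Fe-sufficient array and were at least 3.16-fold and 1.39-fold higher (adjusted p = 2.98e-05 and 1.05e-05). Probes of one protein entry share at most 6 nt in a row, which does not show whether their consensus sequences are separate transcripts.

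**Figure D6:**
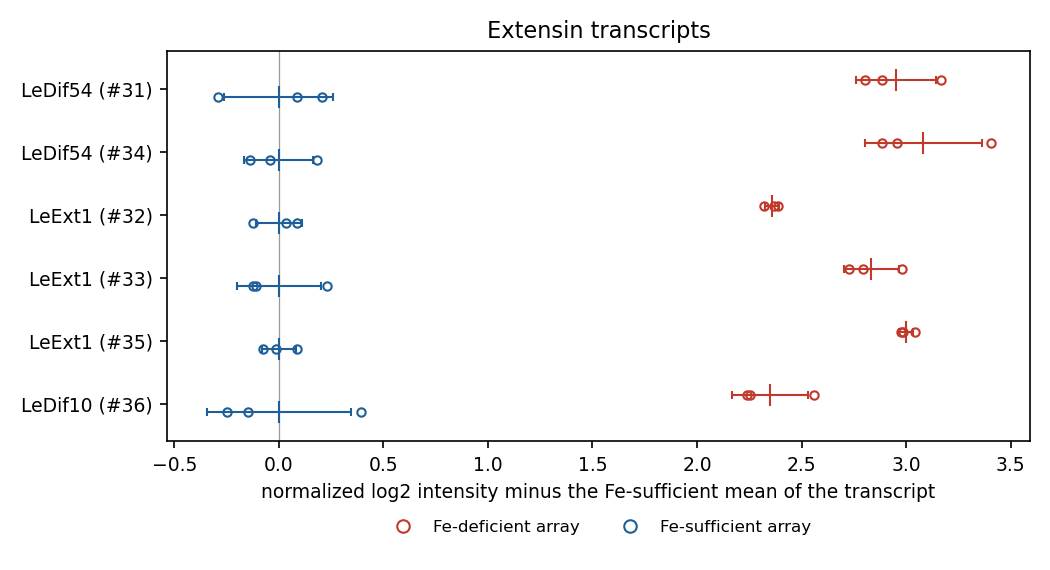
Normalized log2 intensity of 6 extensin transcripts on each array, minus the Fe-sufficient mean of the same transcript. Circles are arrays and ticks with bars the mean ± SD (n = 3 per group); the Fe-deficient means lie between 2.35 and 3.08 above 0, and those of #33 and #35 are estimates against unmeasured levels.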

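Xyloglucan endotransglucosylase/hydrolase 14 (TC201692), an enzyme that cuts and rejoins xyloglucan chains of the cell wall, was at least 4.05-fold higher in Fe-deficient roots (adjusted p = 9.58e-05 from limma), with 11.24 ± 0.04 (SD, n = 3) against 8.53 ± 0.36 (SD, n = 3) in normalized log2 intensity. An endo-1,4-β-glucanase (TC192838) was at least 1.38-fold higher (log2 estimate 1.15, SE 0.14, adjusted p = 0.00464). Neither was measured on a Fe-sufficient array. The estimate for TC192838 fell short of the fold threshold without background correction (0.74), with plain subtraction (0.81) and with array weights (0.97).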

The overexpression of an endo-1,4-β-glucanase (#*80*) and a xyloglucan endotransglucosylase/hydrolase protein (#*61*) transcripts could be involved into the cell wall loosening [66] associated to root morphological adaptation to Fe deficiency, as previously observed in a tomato root proteomic analysis [16]. These changes in root morphology are also supported by the up-regulation of a transcript showing homology to a tobacco actin-depolymerizing factor (#*37*) related to the pollen tube elongation [67]. 

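Actin-depolymerizing factor 2 (TC207486) was 4.91-fold higher in Fe-deficient roots. Its normalized log2 intensity rose from 10.96 ± 0.13 (SD, n = 3) to 13.25 ± 0.19 (SD, n = 3), a log2 fold change of 2.29 (SE 0.14, adjusted p = 7.45e-05 from limma).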

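The aquaporin transcript TC215768 had a log2 fold change of -0.95 (SE 0.12, adjusted p = 0.00637 from limma), just short of the fold threshold. Its normalized log2 intensity was 10.21 ± 0.10 (SD, n = 3) in Fe-deficient and 11.16 ± 0.06 (SD, n = 3) in Fe-sufficient roots, a difference of 1.94-fold that separates all arrays of the 2 groups. It passed the threshold in the authors' value table (-1.06) and without Fe-deficient replicate 3 (-1.01). The probe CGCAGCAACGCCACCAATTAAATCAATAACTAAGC has 2 targets.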

Here, we report a negative modulation of a transcript (#*45*) showing homology to the tobacco aquaporin PIP2 [68] suggesting a role of the PIP2 tomato protein in Fe-related morphological root changes. It has been suggested that PIP aquaporins can play a role not only in root water uptake but also in root development [68]. Transgenic plants exhibiting RNAi of PIP2 aquaporins showed a significant increase in the length of primary roots [68].

### Transport processes

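The oligopeptide transporter TC208376 had a normalized log2 intensity of 11.23 ± 0.24 (SD, n = 3) in Fe-deficient roots and of 7.60 ± 0.17 (SD, n = 3) in Fe-sufficient roots, where no array measured it. Its log2 estimate was 3.63 (SE 0.16, adjusted p = 1.87e-05 from limma). It was read by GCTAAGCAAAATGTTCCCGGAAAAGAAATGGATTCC, at positions 922 to 957 of the consensus sequence.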

Among the positively modulated transcripts belonging to "transport" functional category, a stronger modulation (more than 17 times) of an oligopeptide transporter (OTP) gene (#*44*) was observed under Fe shortage. BlastP analysis against TAIR database [36] using protein sequence obtained from the predicted coding sequence of the TC208376 (#*44*) showed the highest sequence homology with the protein encoded by *AtOPT3 *(score: 541; Evalue: E-154; identity: 83%; positives: 90%). Positive modulation of *AtOPT2 *and *AtOPT3 *has been recorded in Fe-deficient *Arabidopsis *roots [8,11,21,69]. The plant members of OTP family have been described to have different functions in transport physiology such as long-distance sulphur distribution, nitrogen mobilization, metal homeostasis, and heavy metal sequestration. OPTs can transport glutathione, metal-chelates and peptides [70]. It was hypothesized that some plants OTPs are able to transport Fe-chelates and Fe-NA suggesting a role of these proteins in long-distance metal transport *in planta *[71,72]. A similar function can be hypothesized for the tomato up-regulated OPT transcript, due to the previously described positive modulation of genes related to NA synthesis (see methionine cycle paragraph).

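The ammonium transporter LeAMT1 (TC200857) was 2.07-fold higher in Fe-deficient roots, at 13.72 ± 0.05 (SD, n = 3) against 12.67 ± 0.22 (SD, n = 3) in normalized log2 intensity. Its log2 fold change was 1.05 (SE 0.14, adjusted p = 0.00829 from limma). The call was lost without Fe-deficient replicate 3 (adjusted p = 0.0552), Fe-sufficient replicate 2 (adjusted p = 0.0584) or Fe-sufficient replicate 3 (log2 fold change 0.99).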

Another up-regulated gene involved in transport phenomena in response to Fe-deficiency is *LeAMT1 *(#*41*). This tomato gene, firstly isolated from a root hair cDNA library [73] was root-specifically expressed and positively regulated by ammonium (NH_4_^+^) in root hairs [73,74]. This result suggests the presence of a linkage between NH_4_^+ ^uptake and Fe shortage. It has been demonstrated that NH_4_^+^-dependent rhizosphere acidification can improve Fe availability in the rhizosphere [75]. Interestingly, nitrate acquisition is limited under Fe deficiency [20,76].

Furthermore, favouring ammonium uptake with respect to nitrate could reduce competition for reducing equivalent between nitrogen and Fe acquisition. This is also in agreement with the hypothesized N-recycling in Fe-deficient plant roots [20].

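Both transcripts of the major facilitator superfamily (TC192292 and TC216882) were among the most strongly changed. TC192292 had a normalized log2 intensity of 13.03 ± 0.11 (SD, n = 3) in Fe-deficient and 9.25 ± 0.03 (SD, n = 3) in Fe-sufficient roots, a log2 fold change of 3.77 (SE 0.12), and its adjusted p of 3.28e-06 from limma was the smallest of the named transcripts. It was measured on 2 of the 3 Fe-sufficient arrays. TC216882 had a log2 fold change of 3.06 (SE 0.15, adjusted p = 2.25e-05). The probe of TC192292, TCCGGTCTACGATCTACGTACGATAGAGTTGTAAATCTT, shares at most 6 nt in a row with that of TC216882, which has 2 targets.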

Fe-deficient tomato roots strongly overexpressed two transcripts (#*40 *and *47*) encoding a protein sharing features of major facilitator superfamily (MSF) with putative transport activities. However, on the basis of their sequence homology it was not possible to hypothesize an involvement in transport of a specific metabolite or mineral nutrient.

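The metal tolerance protein TC205660, of a family of cation efflux transporters, had a log2 fold change of 1.89 (SE 0.20, adjusted p = 0.00177 from limma). Its normalized log2 intensity was 11.46 ± 0.40 (SD, n = 3) in Fe-deficient and 9.57 ± 0.15 (SD, n = 3) in Fe-sufficient roots.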

A positive modulation of a gene encoding a metal tolerance protein (MTP; #*42*) was also recorded. A similar behaviour was described in Fe-deficient *Arabidopsis *roots [8,11] and interpreted in the light of low specificity of IRT1 transporters, which can transport different metals into the Fe-deficient plants. MTP genes might therefore play a role in the detoxification of zinc ions taken up absorbed under Fe deficiency conditions [11].

Fe deficiency in tomato induced the expression of a transcript (#*43*) encoding a protein showing sequence homology to *Arabidopsis *vacuolar aluminium-activated malate transporter (ALMT) 9 [77]. 

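The malate transporter TC206149 was 2.24-fold higher in Fe-deficient roots (log2 fold change 1.16, SE 0.14, adjusted p = 0.00464 from limma), at 10.49 ± 0.03 (SD, n = 3) against 9.33 ± 0.22 (SD, n = 3) in normalized log2 intensity. It was measured on all 3 Fe-deficient and on 2 Fe-sufficient arrays. The log2 fold change was 0.89 without background correction, 0.93 with plain subtraction and 0.97 with array weights, each short of the fold threshold.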

An increase in organic acids concentration mainly citric and malic acids in plant roots under Fe starvation has been reported for many plant species [78]. However, a decrease of malate levels was observed in tomato root tips after 15-d of Fe deficiency while higher contents were recorded in leaves and xylem sap [41]. The tomato malate transporter gene might be involved in malate fluxes at intracellular level and/or in long-distance transport *in planta*.

### Hormone metabolism and signaling

The role of plant hormones in the regulation of Fe deficiency responses has been extensively studied [79,80]. As for *Arabidopsis *Col-0 accession, we identified the positive modulation of a methionine cycle gene, MTK gene, that could be related not only to NA synthesis (see above) but also to the recycling of methylthioadenosine during ethylene production [11]. This is in agreement with the hypothesized involvement of ethylene and/or auxin in control of hair root production under Fe deficiency [79]. Furthermore, data of the present work suggest the involvement of other hormones (such as gibberellin and cytokinin) in Fe deficiency response in tomato roots. 

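Both transcripts of gibberellin 20-oxidase, an enzyme of the last steps of gibberellin synthesis, rose in Fe-deficient roots. TC196465 was 3.24-fold higher (log2 fold change 1.69, SE 0.14, adjusted p = 0.000312 from limma) and TC201832 2.83-fold higher (adjusted p = 0.000583). The first has 2 targets, and their probes share at most 6 nt in a row.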

Concerning gibberellin, we recorded the up-regulation of two gibberellin oxidase 20 (GA20OX) transcripts (#*72 *and *74*). They can regulate root morphological changes through the synthesis of active GA1. Indeed, it has been reported that GAs are related to tomato root growth [81]. In addition, it was shown that the expression of a tomato *SlGA20ox1:GUS *construct in *Arabidopsis *localized also in columella of secondary roots [82], thus suggesting a role in secondary root formation. The same authors also reported that the expression of the construct was positively affected in cotyledons, hypocotyls and roots by benziladenine, a synthetic cytokinin [82]. However cytokinins were described as negative regulators of root Fe uptake mechanism in *Arabidopsis *through a root-growth dependent pathway [83]. Cytokinins could play a similar role also in tomato roots. This hypothesis is supported by the up-regulation of a cytokinin oxidase/dehydrogenase (CKX) gene (#*65*) under Fe starvation. 

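Cytokinin oxidase/dehydrogenase (TC214837), which degrades cytokinins, was at least 1.15-fold higher in Fe-deficient roots. Its log2 estimate was 2.14 (SE 0.21, adjusted p = 0.00124 from limma), with 9.42 ± 0.23 (SD, n = 3) against 7.28 ± 0.41 (SD, n = 3), and no Fe-sufficient array measured it. The Fe-deficient level itself lay close above the negative controls, which keeps the bound low.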

*CKX *genes are involved in regulation of plant growth and development through the control of the cytokinin concentration [84].

Focusing on signal transduction, we observed the up-regulation of a transcript (#*60*) encoding a protein with sequence homology to the MCP5, a protein phosphatase-2C (PP2C) of *Mesembryanthemum crystallinum *[85]. 

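The protein phosphatase-2C transcript TC201350 did not reach the fold threshold. It was at least 1.55-fold higher in Fe-deficient roots, with a log2 estimate of 0.91 (SE 0.13, adjusted p = 0.0119 from limma) and with no Fe-sufficient array above the negative controls. It passed the threshold in the authors' value table, where its log2 fold change was 1.11.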

McMCP5 is expressed in roots and is induced in response to salt and drought stresses [85]. The tomato PP2C gene could play a role in signal transduction of stress nutrient condition as Fe starvation. 

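SRC2 (TC192724), a protein with a C2 domain, was 2.88-fold higher in Fe-deficient roots. On the log2 scale the normalized intensity was 11.78 ± 0.03 (SD, n = 3) against 10.25 ± 0.20 (SD, n = 3), a log2 fold change of 1.53 (SE 0.14, adjusted p = 0.000703 from limma).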

The positive modulation of a gene encoding a SRC2 protein containing a C2 domain (#*1*) suggests a putative involvement of Ca as secondary messenger. Focusing on Ca, in our experiment we also identified a down-regulated gene (#*57*) in Fe-starved roots showing homology to an *Arabidopsis *gene (*AtSOS2*) encoding a CBL-interacting serine/threonine-protein kinase 11. 

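The CBL-interacting protein kinase 11 transcript (TC195032) was 2.59-fold lower in Fe-deficient roots (log2 fold change -1.37, SE 0.15, adjusted p = 0.00239 from limma), at 10.27 ± 0.10 (SD, n = 3) against 11.64 ± 0.23 (SD, n = 3) in normalized log2 intensity.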

*Arabidopsis *SOS2 interacts with the Ca binding protein SOS3 (SALT OVERLY SENSITIVE 3), thus controlling K and Na homeostasis and the response to salt stress [86,87]. In addition a negative modulation of a gene (#*67*) showing homology to a tobacco Avr/Cf-9 rapidly elicited (ACRE) transcript encoding a PP2C was observed [88]. 

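This ACRE transcript (TC216572) fell 2.50-fold in Fe-deficient roots, from 11.53 ± 0.18 (SD, n = 3) to 10.21 ± 0.21 (SD, n = 3) in normalized log2 intensity (log2 fold change -1.32, SE 0.16, adjusted p = 0.00402 from limma).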

Our data confirm the results obtained with proteome analysis of tomato roots in response to Fe-deficiency, where changes in the levels of proteins involved in signal transduction were reported [16]. The observed transcriptional changes in tomato roots can be the result of the perception of nutrient stress condition and the following signal transduction.

Taken together, these results suggest that Fe deficiency responses are, at least in part, dependent on hormonal balance modifications possibly resulting from signal perception and transduction.

## Conclusion

Ninety-seven differentially expressed transcripts were identified comparing root transcriptional profiles of Fe-deficient and Fe-sufficient tomato plants. Tomato roots respond to Fe deficiency by modulating the expression of a number of transcripts similar to the model plant *Arabidopsis*. The comparison of tomato Fe-responsive transcript set with the *Arabidopsis *"ferrome" [21], encompassing 92 transcripts that robustly represent the response to Fe shortage, confirms the involvement of the well know homologous key regulatory elements (e.g. bHLHs) controlling the expression of transcripts related to Fe uptake and translocation (e.g. IRT and FRO). As showed by *Arabidopsis *"ferrome" [21], tomato roots modulate transcripts involved in homeostasis of Fe and heavy metal cations (e.g. IRT, NRAMP, MTP, ferritin) and others cation (e.g. AMT). Both plant species require the up-regulation of transcripts related to glycolysis (e.g. PFK) and methionine cycle (e.g. MTK), the latter pathway being putatively linked to NA biosynthesis in response to Fe deficiency. Fe-NA complexes could be transported both in tomato and *Arabidopsis *plants through OPTs during the response to Fe shortage. Here we describe, for the first time, the modulation of a specific branch of phenolic (flavonoids) biosynthesis in response to Fe deficiency. In addition, tomato roots seem to be more characterized by root morphological adaptation, mainly linked to hair root production, as suggested by the strong up-regulation of extensin transcripts.

Therefore, this transcriptional study, while confirming evidence coming from proteomic studies, allowed identifying new putative targets for further functional investigations on the response to Fe deficiency in tomato roots.

## Methods

### Plant material, growth conditions and RNA extractions

Tomato seedling (*Solanum lycopersicum *L., cv. 'Marmande superprecoce' from DOTTO Spa, Italy), germinated for 6 days on filter paper moistened with 1 mM CaSO_4_, were grown for 14 days in a continuously aerated nutrient solution (pH adjusted at 6.0 with 1 M KOH) as reported by Tomasi at al. [22] with 5 μM Fe (Fe-EDTA); thereafter, most of the plants were transferred for a further week to a Fe-free nutrient solution (Fe-deficient) and some tomato plants were transferred for a week to a nutrient solution containing 100 μM Fe-EDTA (Fe-sufficient plants) as control. Nutrient solutions were renewed every three days. The controlled climatic conditions were the following: day/night photoperiod, 16/8 h; light intensity, 220 μE m^-2^s^-1^; temperature (day/night) 25/20°C; RH 70 to 80%.

At the end of the growing period (27 days), Fe-deficient tomato plants clearly showed visible symptoms of Fe deficiency yellowing of the fully expanded apical leaves and proliferation of lateral roots and root hairs and increase in the diameter of the sub-apical root zone. 24 hours before harvesting, all nutrient solutions (both for Fe-deficient and Fe-sufficient plants) were renewed and the pH was adjusted to 7.5 with 10 mM Hepes-KOH. The pH of the growing medium was adjusted to this value to mimic as close as possible the conditions that are occurring in Fe-deficiency-inducing soil. However, in order to favour an equilibrate development of tomato plants growing in the Fe-free nutrient solution, the exposure to the pH of 7.5 was limited to the last two days.

Roots of Fe-deficient and Fe-sufficient tomato plants (27 d-old) were harvested five hours after the beginning of light phase. The collected roots were immediately frozen in liquid nitrogen and stored until further processing at -80°C. The collection was repeated in three independent cultivations and the roots from six plants were pooled for each treatment.

### Ferric-chelate reduction

To determine the root capacity to reduce Fe(III)-EDTA, accordingly to Pinton et al. [89] roots of a single intact (Fe-sufficient or Fe-deficient) tomato plants were incubated in the dark at 25°C for 60 min in 50 mL of an aerated solution containing CaSO_4 _0.5 mM, BPDS 0.5 mM, Hepes-KOH 10 mM (pH 5.5) and 0.25 mM of Fe(III)-EDTA. Thereafter, the absorbance of the solutions at 535 nm was measured at intervals of 15 min and the amount of Fe(III) reduced calculated by the concentration of the Fe(II)-BPDS_3 _complex formed, using an extinction coefficient of 22.1 mM^-1 ^cm^-1^.

### Microarray analysis

Transcriptional analysis was carried out using a Combimatrix [24], produced by the Plant Functional Genomics Center, University of Verona [90]. The chip (TomatoArray2.0) carries 25,789 nonredundant probes (23,282 unique probes and 2,507 probes with more than one target) randomly distributed in triplicate across the array, each comprising a 35-40-mer oligonucleotide designed using the program oligoarray 2.1 [91]. The source of sequence information included tentative consensus sequences (TCs) derived from the DFCI Tomato Gene Index [92] Release 12.0 and expressed sequence tags. Eight bacterial oligonucleotide sequences provided by CombiMatrix, 8 probes designed on 8 Ambion spikes and 40 probes based on *Bacillus anthracis, Haemophilus ducreyi *and *Alteromonas phage *sequences were used as negative controls. Complete description of chip is available at the Gene Expression Omnibus [93] under the series entry (GPL13934).

Total RNA was isolated using the Spectrum™ Plant Total RNA kit (Sigma-Aldrich) and quantified by spectrophotometry using NanoDrop™ 1000 Tem Scientific). RNA quality was evaluated using Agilent 2100 Bioanalyzer (Agilent). Total RNA (1 μg) was amplified and labelled using the RNA ampULSe kit (Kreatech). After checking the quantity and quality of aRNA by spectrophotometry using NanoDrop™ 1000 (Thermo Scientific) and the quality subsequent labelling, 4 μg of labelled aRNA was hybridized to the array according to the manufacturer's recommendations [24]. Pre-hybridization, hybridization, washing and imaging were performed according to the manufacture's protocols. The array was scanned with an Axon GenePix^® ^4400A scanner (MDS Analytical Technologies).

Analysis of raw data was performed using the open source software of the Bioconductor project [94,95] with the statistical R programming language [96,97]. Background adjustment, summarization and quantile normalization were performed using limma package [25]. Differentially expressed probes were identified by linear models analysis [25] using limma package and applying Bayesian correction, adjusted p-value of 0.05 and a |FC| ≥ 2. All microarray expression data are available at the Gene Expression Omnibus [93] under the series entry (GSE31112). Genes were grouped in main functional categories according to the "biological" terms of the Gene Ontology [27] assigned to each tomato TC or EST (Release 12.0) on the basis of the results of BlastP analysis [98] against the UniProt database [26] (Additional file 1). Genes without significant BlastP results were classified as "no hits found" (Evalue < 1e-8; identity > 40%).

### Real-time RT-PCR experiments

0.5 μg of total RNA (checked for quality and quantity using a spectrophotometer NanoDrop™ 1000 (Thermo Scientific), followed by a migration in an agarose gel) of each sample was retrotranscribed using 1 pmol of Oligo d(T)23VN (New England Biolabs, Beverly, USA) and 10 U M-MulV RNase H for 1 h at 42°C (Finnzymes, Helsinki, Finland) following the application protocol of the manufacturers. After RNA digestion with 1 U RNase A (USB, Cleveland, USA) for 1 h at 37°C, gene expression analyses were performed by adding 0.16 μl of the cDNA to the realtime PCR complete mix, FluoCycleTM sybr green (20 μl final volume; Euroclone, Pero, Italy), in a DNA Engine Opticon Real-Time PCR Detection (Biorad, Hercules, USA). Specific primers (Tm = 58°C) were designed to generate 80-140 bp PCR products (Additional file 2). Three genes were used as housekeeping to normalized the data: *elongation factor 1-alpha EF1a *(X14449; TC203463; forward: 5'- TGGATATGCTCCAGTGCTTG-3'; reverse: 5'-TTCCTTACCTGAACGCCTGT-3'), *histone H1 *(AJ224933; TC192148; forward: 5'- CAAAGGCCAAAACTGCTACC-3'; reverse: 5'-AGGCTTTACAGCTGCTTTCG-3') and *ubiquitin Ubi3 *(X58253; TC196208; forward: 5'-AGCCAAAGAAGATCAAGCACA-3'; reverse: 5'-GCCTCTGAACCTTTCCAGTG-3'). Each Real-Time RT-PCR was performed 4 times on 3 independent experiments; analyses of real-time result were performed using Opticon Monitor 2 software (Biorad, Hercules, USA) and R [93] with the qpcR package [99]. Efficiencies of amplification were calculated following the authors' indications [100]: PCR efficiencies were 99.15%, 89.16% and 87.25%, for *EF1a, H1 *and *Ubi3 *genes, respectively. The efficiencies for TC191581, TC192292, TC194139, TC216882, TC205660, TC208376 and NP796451 were respectively 94.75, 85.03, 98.92, 91.55, 92.70, 96.61 and 92.43%. The reported Real time data were normalized on the *EF1a *gene. Gene expression data were illustrated considering the differences in the amplification efficiency of PCR and using the gene expression levels in roots of Fe-sufficient plants as reference; applying the following formula:

$$gene\;\text{exp}\;ression\;\;\;x_{-Fe}=\frac{{\left(2\;\times E_{x}\right)}^{\left[c_{t}\left(x+Fe\right)-c_{t}\left(x-Fe\right)\right]}}{{\left(2\;\times E_{y}\right)}^{\left[c_{t}\left(y+Fe\right)-c_{t}\left(y-Fe\right)\right]}}$$

Where: E_x or y _is the percentage value of PCR efficiency for the amplification of the gene x or y, respectively; C_t_(x_+Fe_) Ct for the control treatment (+Fe) and the considered gene (x); *C_t_*(x_-Fe_); Ct for the treated roots (-Fe) and the considered gene (x); *C_t_*(y_+Fe_) Ct for the control treatment (+Fe) and the housekeeping gene (y); *C_t_*(y_-Fe_) Ct for the treated roots (-Fe) and the housekeeping gene (y).

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

AZ and LZ made a substantial contribution to data collection and interpretation and manuscript drafting. NT participated in the project's design, data analysis and manuscript revision. MP critically revised the manuscript. RP contributed to data interpretation and critically revised the manuscript. ZV contributed to data interpretation and manuscript writing. SC participated in the project's design and coordination and critically revised the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Functional annotation of 97 differentially expressed transcripts**. ProbeID. Fold change. adjusted p-value. reference Tentative Consensus sequence in DFCI Tomato Gene Index (Release 12.0) http://compbio.dfci.harvard.edu/cgi-bin/tgi/gimain.pl?gudb=tomato. description. UniProtID http://www.uniprot.org/. Biological process GO term and E-value are reported for each probe. Click here for file

Additional file 2 **Primer sequences of Real-time RT-PCR experiment**. TC ID, description and sequences of forward and reverse primers are reported. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

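Root RNA of tomato was measured on 6 one-colour (Cy5) oligonucleotide arrays, 3 of Fe-deficient plants (0 μM Fe for 7 d) and 3 of Fe-sufficient plants (100 μM Fe-EDTA for 7 d), all 27 d old, with the roots of 6 plants pooled per array. The groups were taken from the sample labels and the methods. The paper describes 3 independent cultivations, so the arrays of a group were treated as replicates, without assigning array numbers to cultivations.

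The authors deposited the scanner output of each array, which holds linear fluorescence intensity per spot (mean and median of the pixels, local background, saturation and flags) with no normalization. They also deposited a table of linear intensity values per probe. The methods state that background adjustment, summarization and quantile normalization were done with limma, without naming the background method, the pixel statistic or a version. In that table the quartiles are nearly equal on all arrays (230 to 231 for the lower one), the medians run from 517.72 to 518.69, and the values follow, with a rank correlation of 0.998 to 0.9998, the median over spots of the median pixel intensity. Between 33 and 328 probes per array have no value in it. The percent of saturated pixels of each spot was deposited by the authors as the scanner software wrote it, with no further step.

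From the scanner output, the mean pixel intensity of 93311 named spots was corrected by normexp with an offset of 50 against the local background median. The log2 values of the 3 to 6 spots of each of 25782 tomato probes were averaged, control probes were left out, and the 6 arrays were quantile-normalized. Linear models with moderated variance (limma 3.58.1 in R 4.3.3) compared the groups, with Benjamini-Hochberg adjustment over all probes. A transcript was called at an adjusted p of at most 0.05 and a fold of at least 2 in either direction. With 3 arrays against 3, an exact permutation test of a single transcript cannot give a p under 0.1, so the test relies on variance shared across probes. A probe was taken as measured on an array when it lay above the 95th percentile of 75 negative control probes, which were taken by their names and are more than the methods list. The lower bounds of folds were set from the lowest normalized value so measured. No called transcript was saturated on every array of a group, counting a spot as saturated from 50% of its pixels. Figures were drawn with matplotlib 3.10.9.

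The depth of an array is its signal over background. The share of tomato probes above the negative controls was 53.2%, 51.4% and 49.5% on the Fe-deficient arrays and 47.1%, 47.9% and 41.0% on the Fe-sufficient arrays. The test was tried on simulated data with the real means and spread of the 25782 probes. The noise was drawn independently for each probe, with equal variance on every array. On the real arrays, deviations from the group means correlated by -0.579 to 0.46 between arrays of different groups. The array weights of limma ran from 0.2525 (Fe-sufficient replicate 3) to 4.565 (Fe-sufficient replicate 2). The counts that follow thus hold for independent, equal arrays and do not give the error rate of the real ones. Of 50 probes changed by each fold, 23 were recovered at 2-fold, where the threshold lies on the true value, 44 at 3-fold, 46 at 4-fold and 48 at 8-fold, with 3 false calls.

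Transcript names come from Table 2 and the paper's list of housekeeping genes. Shared stretches were compared probe against probe, which does not show whether consensus sequences of one protein entry are parts of one transcript. The gene table of a tomato assembly (SLM_r2.1) at hand holds none of the array's consensus identifiers, so no genome coordinates are given, and positions are those on the tentative consensus sequences, as the probe names give them. For the same reason 18 gene lists fixed before the data were examined, and the gene set test planned for them, were not run, since no table used here names the genes of the other probes. The transcripts named in the text follow a rule set before the data were examined, with the values of the paper's tables already seen: every transcript of Table 2 that the paper discusses or measured by real-time RT-PCR, the 10 called transcripts with the largest and the 10 with the lowest log2 fold change whose groups do not overlap, and the 3 housekeeping genes. Of 4 transcripts outside Table 2 that the rule selects, which have no gene name here, only 2 are named by identifier. Undiscussed transcripts of Table 2 are named beyond that rule, chosen after their values were seen. Alternatives set before the data were examined cover the background correction, the normalization, the order and kind of spot summary, the pixel statistic, dim probes, marked spots, probes with several targets, the variance model, array weights, the authors' value table, a block for replicate numbers, each array left out and the fold threshold. A block of slide or scan date was not run, since the files used here give none.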

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

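The tests of a batch shared with Fe-deficient replicate 3, of the authors' pixel statistic and spot summary and of their background step were chosen only after the results were seen.

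Transcripts outside those the paper reports were also called. Outside Table 2, 47 transcripts were higher and 24 lower in Fe-deficient roots. Among the 35 transcripts of Table 2 that the paper does not discuss, 25 were higher and 6 lower.

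The 71 transcripts outside Table 2 changed less than those within it, with a median size of 1.31 on the log2 scale against 1.81. In the authors' value table all 71 had the same direction, 69 a fold of at least 2 and 4 an adjusted p of at most 0.05 (0.0454 to 0.230 over the 71), so that the adjusted p and not the fold ended most calls there, which says nothing about the reason, since Table 2 was itself called from the authors' values. With the pixel median and the median of the spots together 66 of the 71 (93.0%) were still called, which argues against the authors' pixel statistic and spot summary as the reason why these are not in Table 2. Without background correction 35 of them (49.3%) were still called and with plain subtraction 41. Both settings gave smaller folds for the named transcripts that lost their call, whereas 69 of the 71 had a fold of at least 2 in the authors' value table. Calls lost under these settings therefore cannot tell what the authors' background step did. That step, whose method the paper does not name, stays open. Under every alternative set before the data were examined 2 of the 71 were called, leaving aside the arrays left out and the fold thresholds. The authors' value table is among those alternatives. In the fit here it called 96 of the 97 transcripts of Table 2 and only 6 others. Transcripts outside Table 2 thus mostly fail there, and at most the 4 above could pass. The count of 2 is therefore no measure of how stable these calls are. All 71 (100%) keep an unadjusted p under 0.05 in the authors' value table, but that table was read from the same scans (rank correlation of at least 0.994 per array), so that this is no independent test of a difference for most of them, which rests on the adjusted p from these 6 arrays.

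More transcripts were higher than lower, 73.0% of the 159. The share was 73.4% with cyclic loess and 82.0% with median scaling, which argues against quantile normalization as the cause, and 56.5% with array weights. Among 133 called transcripts with a mean above the negative controls it was 70.7% (exact 95% interval 62.2 to 78.2, which takes transcripts as independent although they share the arrays), which argues against a low mean intensity as the whole cause, while 44 of the higher and 5 of the lower transcripts were unmeasured in one group and the part of that was not tested. The 6 arrays allow 10 splits into 3 and 3, too few for a share under 0.05: the real split, 1 of 10, called 159 transcripts in limma and the highest of the others 0, with 2924 probes at an unadjusted p under 0.05 in the real split and 263 to 3958 in the others, the 3958 for Fe-deficient replicate 1 with Fe-sufficient replicates 1 and 2. Every Fe-deficient array had more probes above the negative controls (12774 to 13720) than every Fe-sufficient array (10569 to 12339). That difference in signal runs with the condition, and its part in the share was not tested. A response to Fe supply is likewise an untested explanation.

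Fe-sufficient replicate 3 stood apart from the other 2 arrays of its group, with the fewest probes above the negative controls (10569). Its deviation from the other 2 correlated with the GC content of the probes by only 0.126, which argues against a linear effect of GC content as the main source. The SD of that deviation over probes above the negative controls was 0.951 times that over the other probes (0.376 against 0.396). It was thus not confined to dim probes. The offset of 50 dampens the variation of dim probes, so a part for them stays open. The deviation of Fe-sufficient replicate 3 correlated by 0.308 with that of Fe-deficient replicate 3 and by 0.460 with that of Fe-deficient replicate 2. Deviations within a group of 3 sum to 0, so a shared batch or cultivation cannot be told apart from other sources. No biological explanation was tested, since the design gives none within a group.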

How the results depend on the processing

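The added alternative of pixel and spot medians together was chosen after seeing the data. The number of transcripts higher in Fe-deficient roots (116) and the number lower (43) stayed within 1.5 times under most alternatives. The exceptions are 26 lower without Fe-sufficient replicate 2, 27 lower without background correction, 23 lower in the authors' value table, 90 lower with array weights, 179 higher and 79 lower with no fold threshold, and 29 higher and 2 lower with limma's treat against a fold of 2. The last 2 settings change the threshold itself, and for the others the cause was not tested. With plain subtraction the counts were 81 and 30, and with median scaling 150 and 33. Without each array in turn there were 93 to 115 higher and 26 to 54 lower transcripts. The transcripts of Table 2 called in its direction numbered 86 to 88 in those fits, and the share of metabolic process among the higher ones was 33.3% to 36.8%. All 6 transcripts with a real-time RT-PCR ratio in the paper, which had been taken from its array calls, were called without each array. Of these, 5 were called once probes with more than one target were left out, which removes the sixth. Over the other alternatives the Table 2 count ran from 70 without background correction to 96 in the authors' value table. No named transcript changed direction. Of the 92 named transcripts that were called, 69 were called under every alternative that kept their probe, apart from the 2 other fold thresholds, which were run for the counts only. Without background correction 18 lost the call, and 18 with plain subtraction. A pairing of the arrays by replicate number is not established, since deviations from the group means correlated by 0.417, -0.043 and 0.308 for numbers 1, 2 and 3, and not every array correlated best with its own number. With a replicate block 137 transcripts were higher and 60 lower. The gene set test with an estimated correlation and a block of slide or scan date were not run. Signal over background limits the folds: 44 higher and 5 lower transcripts were unmeasured in one group.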

Differences from the paper's values

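For transcripts higher in Fe-deficient roots the paper's count is 75 and the count here is 116, at the same thresholds. Within 1.5 times of the paper's 75 are, among the alternatives set before the data were examined, no background correction (78), the authors' value table (79), plain subtraction (81), dim probes left out (98), probes with more than one target left out (107), normexp with offset 0 (111) and every array left out but Fe-sufficient replicate 3 (93 to 107). Median scaling, cyclic loess, spots normalized first, the median of spots, the pixel median, flagged spots left out, the variance with trend, array weights, the replicate block, both other thresholds and the fit without Fe-sufficient replicate 3 are not. A near count need not mean the same transcripts. No background correction and plain subtraction each called 70 of the 97 transcripts of Table 2, against 88 in the main fit and 96 in the authors' value table.

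For transcripts lower in Fe-deficient roots the paper's count is 22 and the count here is 43. Within 1.5 times are the authors' value table (23), no background correction (27), plain subtraction (30), median scaling (33) and the fits without Fe-sufficient replicate 2 (26), Fe-deficient replicate 3 (31) or Fe-deficient replicate 2 (32). The other alternatives are not.

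For transcripts differing between the groups the paper's total is 97 and the total here is 159. The authors' value table gives 102, no background correction 105, plain subtraction 111, dim probes left out 138 and probes with more than one target left out 142, all within 1.5 times, as are the fits without Fe-sufficient replicate 2 (119), Fe-deficient replicate 3 (127) or Fe-deficient replicate 2 (139). The other alternatives set before the data were examined are not.

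For 2 transcripts given a fold here, that array fold lies outside the error of the paper's real-time RT-PCR ratio, which is another assay. The oligopeptide transporter TC208376 is not counted, since a lower bound (4.01-fold) under the paper's ratio cannot show a difference. Its estimate of 12.4-fold rests on Fe-sufficient values not above the negative controls and lies below the error of the paper's ratio. For LeIRT1 (TC191581) the paper's ratio is 3.07 ± 0.59 (SD) and the array fold here 9.09. For the metal tolerance protein (TC205660) the paper's ratio is 1.55 ± 0.44 (SD) and the array fold here 3.71. Every alternative set before the data were examined leaves both outside. The paper's own array folds for these transcripts, 9.42 and 3.77, are close to those here. Of the 97 folds of Table 2, 68 have a fold here, and these lie between 0.874 and 1.02 times the paper's. That range leaves out 23 transcripts given as a lower bound and 6 with no fold, all unmeasured in at least one group. Estimates for such transcripts can lie outside it. That of TC209134 (20.4-fold) lies below the range relative to the paper's fold, and that of TC212487 (8.00-fold) above it.

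In the share of establishment of localization among the lower transcripts, the paper's Figure 3 shows about 4%, read by eye, and the share here is 0%, because the aquaporin TC215768, its only member, was not called. The authors' value table and the fit without Fe-deficient replicate 3 give 4.76%, within the paper's value, and the other alternatives do not.

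The paper lists 9 transcripts as changed that did not reach the fold threshold here: TC192763, TC212954, TC215768, TC194380, TC198109, TC201350, TC191893, TC199400 and TC203837. All 9 have the paper's direction. In the authors' value table 8 of them are called, all but TC199400, which is called with array weights and with pixel and spot medians together, the latter chosen after seeing the values and calling 89 of the 97. With normexp at offset 0, TC192763, TC212954, TC198109 and TC191893 are called. Median scaling calls TC212954 and TC194380, and the pixel median TC194380. TC191893 and TC215768 are called without Fe-deficient replicate 3, TC212954 without Fe-deficient replicate 2 or Fe-sufficient replicate 1, TC194380 without Fe-sufficient replicate 2 or 3, and TC203837 without Fe-sufficient replicate 3. The paper's text counts TC202360 among 2 nodulin-like transcripts, while its Table 2 describes it as EF-1 alpha-like.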

Other observations

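Several transcripts of Table 2 that the paper does not discuss changed as strongly as those it does. An ATP-binding protein (TC214826) was at least 5.84-fold higher in Fe-deficient roots (limma, adjusted p = 7.58e-05) and a putative chlorophyll synthase (TC205699) at least 2.02-fold higher (adjusted p = 9.85e-05), neither measured on a Fe-sufficient array. TC209321, an uncharacterized protein, was 6.73-fold higher (adjusted p = 6.52e-05). The D-protein TC196753 and the putative D-protein TC213456 rose together, 6.05-fold and 4.71-fold (adjusted p = 0.000270 and 0.00119). Pit1 (TC208216) was 4.63-fold higher, an amino acid binding protein (TC211515) 3.74-fold and a Sec14 cytosolic factor (TC215874) 3.32-fold. Apart from TC214826, these were chosen after their values were seen.

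In the other direction, 3 transcripts that Table 2 matches to the same uncharacterized protein fell together. TC195341 was 3.30-fold lower, TC193319 3.22-fold lower and TC205207 2.78-fold lower (adjusted p = 0.000268, 0.000454 and 0.00347 from limma). Their probes share at most 7 nt in a row, and TC193319 has 2 targets. Of the 10 called transcripts with the lowest log2 fold change, 4 are outside Table 2, and the files used here give them no gene name. TC198562 had a log2 fold change of -2.33 (SE 0.37, adjusted p = 0.0186) and was not called, at log2 fold changes from -2.65 to -2.22, without Fe-deficient replicate 3 (adjusted p = 0.0776), Fe-sufficient replicate 1 (0.0633), Fe-sufficient replicate 2 (0.0811) or Fe-sufficient replicate 3 (0.0540), with offset 0 (0.0625) or in the authors' value table (0.156). TC198419, with 3 targets, had a log2 fold change of -1.98 (SE 0.21, adjusted p = 0.00181) and was called under the alternatives that kept its probe, the 2 other fold thresholds not included. The other 2 were not called in the authors' value table (adjusted p = 0.149 and 0.129) nor without Fe-sufficient replicate 2 (0.0960 and 0.0542), and the first of them also not without Fe-deficient replicate 2 (0.0613) or Fe-deficient replicate 3 (0.0693), so that 3 of the 4 lost their call under some alternative. The log2 fold changes of these 2 lay between -2.32 and -1.98 and between -1.76 and -1.52 in those settings, so that the adjusted p ended the calls and not the fold.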
